# High-Throughput Single-Cell Labeling (Hi-SCL) for RNA-Seq Using Drop-Based Microfluidics

**DOI:** 10.1371/journal.pone.0116328

**Published:** 2015-05-22

**Authors:** Assaf Rotem, Oren Ram, Noam Shoresh, Ralph A. Sperling, Michael Schnall-Levin, Huidan Zhang, Anindita Basu, Bradley E. Bernstein, David A. Weitz

## Abstract

The importance of single-cell level data is increasingly appreciated, and significant advances in this direction have been made in recent years. Common to these technologies is the need to physically segregate individual cells into containers, such as wells or chambers of a micro-fluidics chip. High-throughput Single-Cell Labeling (Hi-SCL) in drops is a novel method that uses drop-based libraries of oligonucleotide barcodes to index individual cells in a population. The use of drops as containers, and a microfluidics platform to manipulate them en-masse, yields a highly scalable methodological framework. Once tagged, labeled molecules from different cells may be mixed without losing the cell-of-origin information. Here we demonstrate an application of the method for generating RNA-sequencing data for multiple individual cells within a population. Barcoded oligonucleotides are used to prime cDNA synthesis within drops. Barcoded cDNAs are then combined and subjected to second generation sequencing. The data are deconvoluted based on the barcodes, yielding single-cell mRNA expression data. In a proof-of-concept set of experiments we show that this method yields data comparable to other existing methods, but with unique potential for assaying very large numbers of cells.

## Introduction

Populations of cells have substantial heterogeneity that is important for understanding their function and behavior. This is reflected in cell to cell variations in DNA [1], DNA methylation [2], chromatin organization [3] and gene expression [4,5]. In particular, RNA levels are considered a useful marker of phenotypic heterogeneity [5–8]; however, current RNA profiling methods that interrogate large populations of cells yield ensemble views that fail to capture these variations. Although imaging approaches and flow cytometry can be used to detect or sort cells based on known phenotypic markers [9], these approaches are not conducive to unbiased detection necessary when the expression profiles of the variants are yet unknown. An example is the case of genetic or epigenetic variants that are increasingly recognized to underlie tumor biology and therapeutic resistance [10–12]. Thus, a method for analyzing gene expression of a large number of cells one by one is essential for understanding the behavior and function of diverse biological systems ranging from developing tissues to malignant tumors.

Measuring the expression state of a single cell is a challenge because the effective concentration of its content is orders of magnitude smaller than that of bulk samples that contain many cells, while the concentration of contaminants or other inhibiting agents remains the same. To restore the concentration of the sample, it must undergo extensive amplification, risking contamination and bias, and critically affecting accuracy and reproducibility of all measurements; moreover, amplifying the contents of single cells in wells is laborious, expensive and time consuming, limiting the number of cells that can be analyzed [3]. Recently, commercially available microfluidic devices overcome some of these limitations by amplifying the transcriptome of single cells in nano-liter reaction chambers. Using these devices, the utility of single-cell genomics was validated [6,13]. However, this approach remains limited by the number of reactors available and by the cost (Table 1). Currently, using a commercially available microfluidic-based system (Fluidigm, USA), 96 nano-liter reaction chambers can each be used to reverse transcribe and amplify the RNA molecules of 96 single cells within 8 hours [14]. The transcriptomes are then collected into individual wells using 10–50 μL of reagents per cell for further amplification.

**Table 1:** Comparing throughput and scalability between single cell RNA-Seq methods.

	Hi-SCL 100 cells	Fluidigm C1[13] 100 cells or more	CEL-Seq[7] 100 cells or more
**Single-cell reaction volume**	120pL/cell	135nL/cell	1.2μL/cell
**Total reagent volume**	0.5μL/cell	50μL/cell	1.5μL/cell
**Time (100 cells)**	4hr (2.5min/cell)	8hr (0.1hr/cell)	2day (0.5hr/cell)
**Time (10,000 cells)**	4.3hr (1.5s/cell)	800hr (0.1hr/cell)	200day (0.5hr/cell)
**Cost**	0.1$/cell	8$/cell	10$/cell

The reaction volumes, time and cost per cell are estimated for Hi-SCL RNA-Seq and compared to the CEL-Seq method [7] and the Fluidigm C1 [13] as reported in the literature. Sequencing was not included in the estimations. A breakup of the Hi-SCL protocol is provided in Table A in S1 File.

In this paper we introduce a new method, High-throughput Single-Cell Labeling (Hi-SCL) that uses drop-based microfluidics to encapsulate single cells in drops. Each drop is then fused with another drop containing many copies of a DNA barcode that uniquely label the transcriptome of a single cell by hybridizing to its RNA transcripts. Using a library of 1152 different barcodes, we collect a hundred drops containing labeled cells in 10 seconds and pool these. The content of labeled drops is amplified and sequenced as a single sample using 50 μL of reagents; the volume of reagents is independent of the number of drops collected. Information about individual cells is recovered from the labels hybridized to the genomic reads. In a proof-of-concept set of experiments we apply this method to RNA-Seq and measure the RNA levels of hundreds of cells from two populations: mouse embryonic stem cells (mES) and mouse embryonic fibroblasts (mEF). We show that the aggregate of data from individual cells recapitulates the bulk expression levels. We use a mixture of human and mouse cells to demonstrate that the data collected is indeed primarily from single cells, and estimate the level of inter-cell contamination (cross-talk). Finally, we show that single-cell data can be used to detect and distinguish the mES and mEF populations.

## Methods

### Surfactant and oil

For the inert carrier oil we use HFE-7500 (3M, USA). We synthesize a block co-polymer surfactant of perfluorinated polyethers (PFPE) and polyethyleneglycol (PEG)[15] (also available from Ran Biotechnology, Beverly, MA) and add it to the oil at either 1% or 0.2% w/w as indicated.

### Fabrication of devices

We make polydimethylsiloxane (PDMS) devices using replica molding with SU8 photo resist as the mold master [16]. We render the PDMS devices more hydrophobic by coating them with Aquapel (Rider, MA, USA). We inject Aquapel into the devices and then dry the devices by blowing air into them and baking at 65°C for 15 minutes. Electrodes are fabricated on chip using low melting temperature solder [17].

### Barcode design

Barcodes are 48 base pairs (bp) long single stranded DNA oligos consisting of 3 parts:

- 5’-AGACGTGTGCTCTTCCGATCT_NNNNNNNNNN_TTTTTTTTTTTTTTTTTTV-3’

The 19 bp long priming region at the 5’ end matches a specific primer from Illumina, the following 10 nucleotides (N) represent the barcode sequences and 18 thymine nucleotides followed by a single nucleotide (V) randomly selected from adenine, cytosine and guanine. We design 1152 barcodes that differ in their 10 bp long barcode sequences according to the following rules: every sequence differs from every other by at least two nucleotides; no sequence ends with a T; every sequence contains at least 3 of the 4 nucleotides; no sequence contains more than 3 consecutive identical nucleotides; the total number of adenine and thymine nucleotides in every sequence is between 2 and 6. 

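The deposited barcode list holds 1152 sequences, all different and each 10 nt long. They are the sequences of S2 File in the same order. Over the 662976 pairs of barcodes, the smallest difference was 3 nucleotides, found in 2666 pairs, and the median difference was 8 nucleotides. No barcode ended in T, and 404 ended in A, 374 in C and 374 in G. All 4 nucleotides occurred in 1003 barcodes and exactly 3 of them in the other 149. The longest stretch of one nucleotide was 3 in 252 barcodes and 4 in 33 barcodes. The number of A and T nucleotides ran from 2 to 8 with a mean of 4.95, and it was 7 in 104 barcodes and 8 in 25 barcodes. In all, 995 of the 1152 barcodes met every rule, or 730 when the limits of 2 and 6 on A and T are read as excluded. These are counts over a complete list and carry no sampling error.

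**Figure D1:**
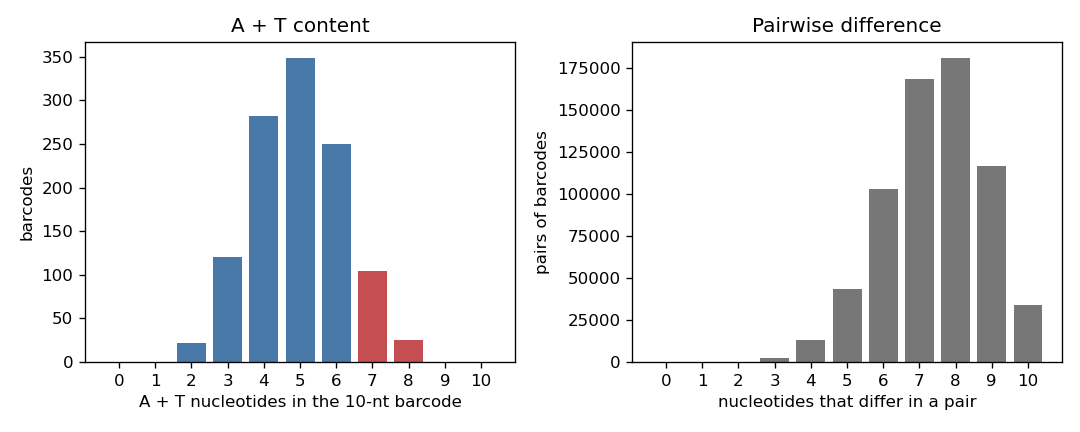
A + T content of the 1152 barcodes (left, bars count barcodes, with those above 6 in red) and the number of nucleotides that differ in each pair of barcodes (right, bars count pairs). The red bars hold 129 barcodes, and no pair differs by fewer than 3 nucleotides.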

The sequences of all 1152 barcodes are provided in S2 File.

### Encapsulation of the barcode-library emulsion

Barcodes were commercially synthesized (IDT) and delivered in three 384 well-plates at concentrations of 150 μM. To encapsulate the barcodes in drops we design 96 parallel drop-makers on a single microfluidic chip (Fig 1A), so that the aqueous inlets of each drop-maker (22 gauge stainless steel capillaries, New England Small Tube) precisely fit one quarter of a 384 well-plate and are immersed in 96 different wells, each containing a unique barcode (Fig 2A). Oil with 1% w/w surfactant is distributed to all drop-makers via a common inlet that is connected to a pressurized oil reservoir. The plate and the microfluidic parallel device are placed in a pressure chamber while a common outlet for all 96 barcode drop-makers is located outside the pressure chamber. Upon pressurizing the chamber, each of the 96 barcode solutions is forced through its own drop-maker, thereby forming an emulsion where every drop contains about 1 billion copies of one of the 96 barcodes. We pressurize the oil reservoir to 9 psi and the pressure chamber to 6 psi, producing ~35 μm drops at a rate of about 500 μL/min from 96 wells. After encapsulation the device is washed with water by placing it in a petri dish filled with water and pressurizing the chamber for 2 minutes. Then the device is similarly washed with isopropanol with the exception that the oil inlet is also fed with isopropanol. Finally, the device is dried by placing it in the pressurized chamber with all inlets exposed for several minutes. The process is repeated 12 times in 6 hours until a total of 1152 different barcodes are encapsulated to form the final barcode-library emulsion. A total volume of about 10 mL is produced from 10 μL in each well.

**Fig 1:**
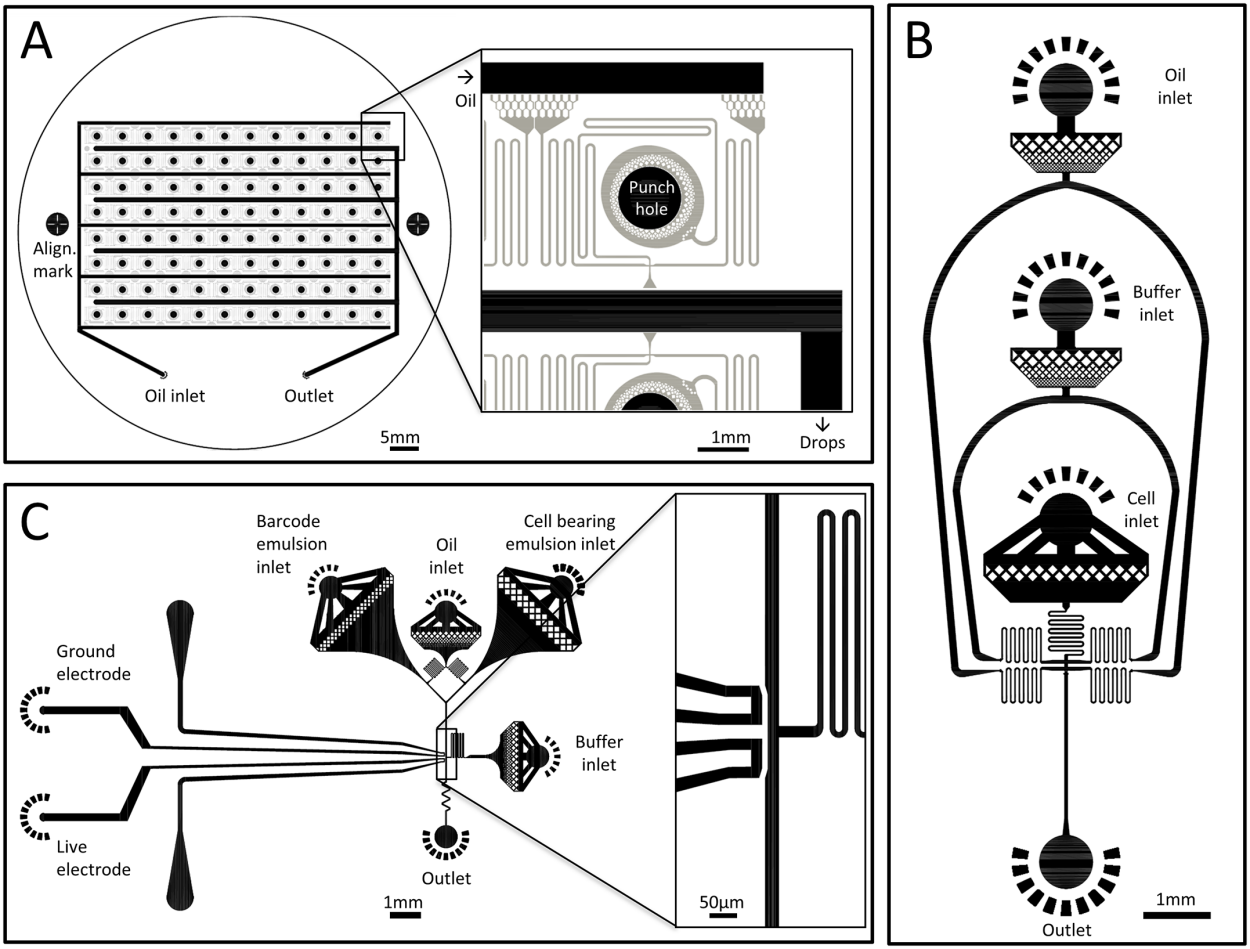
Microfluidic chip design. **A)** 96 parallel drop-makers sharing the same oil inlet and the same collection outlet are used as one chip to encapsulate the barcode library emulsion. The device is multilayered, with 325 μm thick distribution channels (black) and 25 μm thick drop makers (gray). **B)** Co-flow drop maker with separate inlets for cells and lysing buffer that mix at encapsulation. **C)** “Three point merger” device re-injecting two emulsions and adding buffer at the coalescence junction. The electrode channels are filled with solder to create the electrodes that mediated coalescence at the junction.

**Fig 2:**
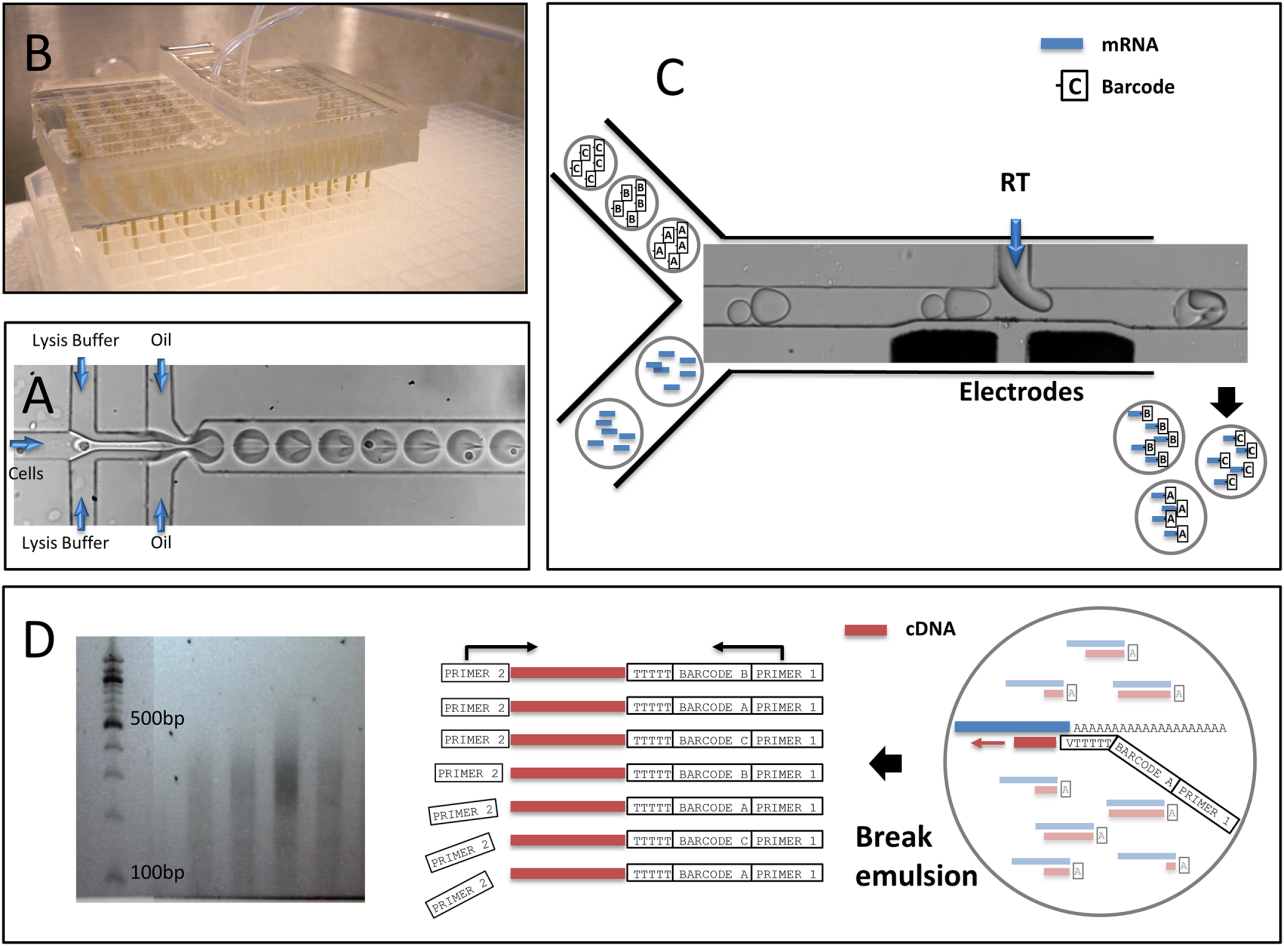
Experimental workflow of Hi-SCL RNA-Seq. **A)** To prepare the cell-labels, a barcode-library emulsion is produced using a microfluidic device consisting of 96 drop-makers each of which precisely fit into the wells of one quarter of a 384 well-plate. All of the drop-makers share a common oil inlet and a common outlet. The microfluidic device and the well-plate are placed in a pressurized chamber, causing the content of each of the 96 wells to flow into the respective drop-maker. This creates millions of drops containing a high concentration of a single one of the 96 barcodes stored in the well plate. The drops from all wells are mixed to form the library. **B)** Using a microfluidic drop-maker, cells are co-encapsulated with lysis buffer at a filling number of one per 10 drops. **C)** After incubating the emulsion of cell-bearing drops, it is re-injected, together with the emulsion containing the barcode-drops, into a second microfluidic device where each cell-bearing drop is paired with one barcode-drop. As the two adjacent drops flow through a microfluidic junction they enter a region containing an electric field induced by the electrodes. This induces coalescence of the drops; simultaneously, buffer containing RT enzyme is injected into the merged drops. **D right)** Each barcode is a single DNA strand designed with a polyT at the 5’ end, followed by a unique barcode sequence and a fixed priming region (PRIMER 1). After merging the barcode drop with a drop containing a lysed cell, the 5’ end of each barcode hybridizes to a cellular mRNA. Subsequently, an RT reaction produces a cDNA strand that is tagged with a cell-specific barcode. **D middle)** After the RT reaction is complete, the emulsion is broken and a single stranded DNA is ligated to all cDNA strands. The tagged strands are amplified using the two priming regions, one on each end. **D left)** Gel electrophoresis of 4 samples of 100 cells after amplification.

### Mixing of the barcode-library emulsion

To ensure that cells have equal probabilities to get labeled with any of the 1152 barcodes all drops containing barcodes must be mixed in a single homogenous emulsion. Mixing of barcode-bearing drops is performed mechanically in two steps: first, each batch of 96 barcodes is homogenously mixed within the microfluidic device where they are encapsulated as all drops are collected through a single output. Equal volumes of each of these batches are then pooled together with oil and surfactant to form the barcode library emulsion. This emulsion is then mechanically mixed by rolling the tube containing it for at least 5 minutes. To ensure proper mixing the emulsion must first be diluted in oil and surfactant until it no longer forms a packed gel in the tube. Refer to Note C in S1 File for additional details.

### Motorized cell stirring

To prevent sedimentation in the syringe of cells facing encapsulated, we used a custom-built, motorized cell stirring setup. A 1.5 mm x 8 mm magnetic stirrer bar (VWR, USA) is placed in the syringe containing the cell solution. A small bar magnet is mounted on a DC gear motor (Firgelli Automations, USA) that rotates the magnet, thus reversing the polarity of the magnetic field in its vicinity. This external setup is placed close to the syringe containing the cells to be encapsulated. Continuous rotation of the motor results in the rotation of the magnetic field of the bar magnet mounted on the motor. This rotating magnetic field forces the magnetic stirrer bar inside the syringe to rotate continuously, thus stirring the cell solution.

### Cell encapsulation

Mouse embryonic Stem cells (V6.5) and mouse embryonic fibroblast cells (10.5 p.c.) are cultured from cell-lines [18]. The cells are dissociated prior to encapsulation using trypsin and re-suspended in PBS at a concentration of about 5·10^6^/mL. Human derived K562 cells are cultured from cell-line [19] in suspension and re-suspended prior to encapsulation in PBS at a concentration of about 5·10^6^/mL. The cell suspension is loaded in a syringe together with the magnetic stirrer bar that prevents sedimentation of the cell suspension. The cell suspension is injected into a co-flow drop-maker device (Fig 1B) with a 2X lysing buffer containing 100 mM Tris-HCl, 300 mM NaCl and 1% Triton X-100 and dispersed in oil with 0.2% w/w surfactant. We use OEM syringe pumps (KD Scientific, MA, USA) with typical flow rates of 1.8 mL/hr for the oil and 250 μL/hr for each of the aqueous phases, resulting in a drop diameter of ~50 μm (Fig 2B and S1 Movie). Drops are collected and incubated off chip at 4°C for 15 minutes to complete cell lysis. The lysing protocol was optimized to maximize product after amplification; lysis is verified visually after 15 min.

### Cell labeling with barcode-library

To label cells in drops, cell-bearing drops and barcode-library drops are re-injected into a “three point merger” device (Fig 1C). Drops are spaced on chip by oil with 0.2% w/w surfactant and are then electrocoalesced. An additional RT buffer is pico-injected as the drops are coalesced. The buffer contains 1X Affinity Script buffer (Agilent), 10 mM DTT, 8 mM dNTPs, Rnase inhibitor (Rnasin, Promega) diluted 1:10 and Affinity Script Multi Temp RT enzyme (Agilent) diluted 1.5:10. The device electrodes are connected to a high voltage amplifier (TREK 2210) which supplies a 100 V sine wave at a frequency of 25 kHz. The flow rates used to inject the drops are chosen to ensure that no more than one barcode drop fuses with a single cell-bearing drop, even at the expense of some drops not fusing with other drops. The flow rate of the buffer containing RT-enzyme is chosen to ensure that the buffer is added at ~1:1 ratio upon coalescence of the two drops. Typical flow rates fulfilling these requirements are 1 mL/hr for the oil, 100 μL/hr for the cell-bearing drops, 30 μL/hr for the barcode-drops and 170 μL/hr for the RT-enzyme buffer. A small number of drops are lost while stabilizing the flows and synchronizing the re-injected drops. To control the number of cells collected per sample, we measure the filling number λ at the cell encapsulation stage and use a fast camera (HiSpec1, Fastec Imaging, USA) to measure the frequency *f* of pairs of barcode-drops and cell-bearing drops that fuse at the labeling stage. The time *T*_*100*_ required to collect 100 cells is then calculated as *T*_*100*_ = 100/*λf*. Typically, *f* = 100 Hz and λ = 0.1, so that 1000 pairs of fused drops are collected to sample 100 cells, and the collection lasts 10 seconds (see also Fig 2C and S2 Movie). To protect the collected drops from evaporating and adsorbing to the walls of the collection vial, they are collected into a vial containing ~50 μL of oil and 1% w/w surfactant and 30 μL of emulsion of ~70 μm carrier drops containing 0.25X Affinity Script buffer, 25 mM Tris-HCl, 75 mM NaCl and 0.25% Triton X-100. The sample is collected and incubated at 42°C for 1 hour to allow the RT reaction to occur; thereafter it is maintained at 4°C.

### Breaking the fused drops

After mRNA transcripts are reverse transcribed, they are hybridized with the barcoded cDNA and the emulsion can be broken without losing the information regarding the cell associated with every barcoded fragment. To break the emulsion drops we first add 10 μL of blocking buffer containing 0.5% TWEEN and 0.5% BSA in PBS and 40 μL of dilution buffer containing 50 mM Tris-HCL, 150 mM NaCl, 1% Triton X-100, 30 mM EGTA, 30 mM EDTA and 0.1% sodium deoxycholate. Then we add 25 μL of 1H,1H,2H,2H-perfluoro-1-octanol (PFO; Sigma-Aldrich) to the oil and gently centrifuge to separate the phases.

### Cleaning unlabeled genomic material

As long as the broken emulsion is kept at 4°C, the mRNA and cDNA remain hybridized. We capture these hybrids using Dynabeads mRNA Purification Kit (Life Technologies). Beads are first washed with binding buffer and then added in fresh binding buffer at 1:1 volume ratio to the sample. After 10 min at room temperature the beads with the captured hybrids are washed twice with washing buffer and then eluted in 10 μL of 10 mM Tris-HCL. We denature the RNA-cDNA hybrid by heating at 90°C for 1 minute and at 80°C for 10 minutes, after which the beads are separated from the cDNA suspended in the solution. Any excess RNA in the solution is digested by adding 1ul Rnase (Thermo scientific) and incubating at 37°C for 30 minutes followed by heat inactivation at 65°C for 15 minutes.

### Amplifying and sequencing

Since our RT protocol produces on average 300bp long fragments, fragmentation is not required. To amplify the barcoded cDNA we ligate the following single stranded DNA adaptor to the 3’ end of the cDNA:

- 5’ Phosphorylation - AGATCGGAAGAGCGTCGTGTA - 3’ 3C Spacing

To selectively ligate the adapter to the 3’ end of the cDNA the adapter is phosphorylated on its 5’ end and spaced with 3 carbons on its 3’ end. To ligate these single strands to all cDNAs, the sample is first evaporated to a total volume of 4 μL, and then added to 24 μL of a ligation buffer containing 3 μL T4 buffer (10X, NEB), 3 μL 1 mM ATP, 11 μL PEG 8000, 3 μL DMSO, 1 μL DNA adaptor and 3 μL T4 RNA Ligase 1 Enzyme (NEB). After allowing ligation by incubating overnight at room temperature, the sample is cleaned using saline beads (Life Technologies), amplified for 10 cycles with 1.5 μM each of Extended_cDNA primers:

- 5’-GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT-3’
- 5’-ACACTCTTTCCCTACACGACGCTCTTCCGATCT-3’

The sample is cleaned again and amplified for an additional 12 cycles with 1.5 μM indexed PCR Primers:

- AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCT
- CAAGCAGAAGACGGCATACGAGAT_NNNNNNNN_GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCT

The 8 nucleotides (N) represent the Illumina barcode sequences. Finally, the sample is cleaned one last time, its DNA concentration measured, and is prepared for sequencing with a Miseq (Illumina). We sequence both ends of each fragment (Illumina HiSeq for paired end 25-bp reads), reading the first 10 bp from one end (i5) and the first 25bp from the other end (i7). 

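The deposited alignments do not hold the read sequences, but an alignment without a gap spans the length of the aligned read. In both aggregates, the most frequent span was 35 nt for the reads of 2 sequencing runs and 45 nt for those of another run, which held 11.4% of all records. Longer spans, as an alignment across an intron gives, made up 5.24% of the mES records and 5.87% of the mEF records in the run with the most reads, and 3.38% and 2.62% in the run with 45-nt alignments.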

All sequenced Data are available in the GEO databank accession code GSE62050.

### Aligning sequences and Clustering transcriptomes

Matlab code is used to identify the barcode sequence at the 5’ end of the read, while the sequence at the 3’ end is aligned to a reference transcriptome using Tophat [20] and Cufflinks [21] software. The number of reads that align to gene *j* and are associated with a barcode sequence *i* is stored in a matrix R_ij_ where each row *i* represents the transcript profile of a single cell and each column *j* represents a single gene. To partition the single-cell transcript profiles into two groups, the following unsupervised method is used. At first the profiles are randomly split between two sets, *R*_*i∈c1*,*j*_ and *R*_*i∈c2*,*j*_. Then, for each single cell *k*, the mean (centroid) *M* of each set is calculated without the transcripts of cell *k*: *M*_*1*_ = *Σ*_*i∈c1\{k}*_ *R*_*ij*_, *M*_*2*_ = *Σ*_*i∈c2\{k}*_ *R*_*ij*_ and the correlations between the transcripts of cell *k* and each of the centroids are compared: *Corr*(*M*_*1*_,*R*_*k*_)*<*?*>Corr*(*M*_*2*_,*R*_*k*_) where *Corr*(*X*,*Y*) = *E*[(*X-μ*_*x*_)(*Y-μ*_*y*_)]*/*(*σ*_*x*_ *σ*_*y*_).

*k* is assigned to the cluster with the centroid closest to it (highest correlation). The step of re-evaluating the cluster membership of single-cell profiles is repeated until the clusters stabilize, when no more than 1% of cells switch clusters in the last 4 iterations. This algorithm is similar to the K-means algorithm, but differs from it in that it uses correlation-based, rather than Euclidean metric. The authors will be happy to share the implementing code of this algorithm.

## Results

The key to Hi-SCL is uniquely labeling the contents of each cell. To enable this, we encapsulate cells in aqueous drops 50 μm in diameter, immersed in inert carrier oil. The drops are covered by a surfactant that both stabilizes them against coalescence and prevents adsorption of reagents at their interface [15]. They serve as minute reaction vessels and are precisely controlled at rates of several thousand drops per second. To label the contents of cells, each cell-bearing drop is merged with a drop from another emulsion containing single stranded DNA oligonucleotide sequences that act as barcodes and tag the mRNA molecules of each cell. These barcodes are designed to hybridize to mRNA molecules and include both a unique label and a common priming region for downstream amplification. Each drop in our barcode-library emulsion contains many copies of a single one of the 1152 barcode labels. After a large number of these drops are generated for each barcode (see Fig 2A), all drops are mixed in a single homogenous barcode library so that cells have equal probabilities to get labeled with any of the 1152 barcodes. To ensure that the majority of cells have unique barcodes we restrict the number of cells collected in a given well to 100; this limits the number of cells that are not uniquely barcoded to less than10 per sample (Note A in S1 File and Figure A in S1 File). The barcode-library emulsion is stable when stored at 4°C; no significant coalescence (Note B in S1 File and Figure B in S1 File) or molecular transport [22,23] between drops (data not shown) is observed over 6 months. The library is consumed in small aliquots of 50 μL, each sufficient for labeling many samples of 100 cells.

We use a microfluidic co-flow drop-maker device to encapsulate individual cells, together with lysing buffer, in drops. The two aqueous phases come in contact at the moment of encapsulation, ensuring that cellular RNA is only released when it is encapsulated within its drop, as shown in Fig 2B and in S1 Movie. The cell concentration is adjusted so that on average only one drop in ten contains a cell; as expected from a random, Poisson process; this filling number of λ = 0.1 results in less than 5% of cells being encapsulated two or more in a single drop [17]. Typically, 100 μL of emulsion containing about a million drops is collected in 10 minutes and stored off chip.

After incubation for at least 15 minutes to ensure that each cell is lysed, each drop that originally contained a cell now contains the RNA originating from that cell. The emulsion containing cellular RNA is re-injected into a second microfluidic device, “three-point merger”. This device simultaneously merges the drops containing cellular RNA with barcode drops and buffer containing reverse transcriptase (RT) enzymes. The barcode-library drops are smaller than the drops containing cellular RNA, therefore as they flow downstream they pair [24] with the larger drops containing cellular RNA prior to reaching the location of the merging where the RT enzyme is added. An alternating electric field applied by electrodes located at the merger junction is used to electrocoalesce the two drops [24] and simultaneously pico-inject [25] the RT mix into a single drop, as shown in Fig 2C. We use the minimum electric field strength required to reliably electrocoalesce drops, 100V AC. This minimizes mixing between drops through electrowetting of barcodes and RNA molecules on the channel walls [26].

To ensure that each cell-bearing drop can fuse with at most one barcode drop, the emulsions are spaced with oil as they are reinjected into the "three point merger" chip. As a result, about half of the cell-bearing drops actually fuse with a barcode drop and thus contribute labeled RNA. The majority of the resultant labeled RNA thus comes from individual cell-bearing drops that fuse with single barcode drops (see S2 Movie). However, there are small contributions, less than 10% of which come from cases where two cell-bearing drops fuse with a single barcode drop or where two barcode drops fuse with a single cell-bearing drop; in each case errors are introduced in the resultant labeling and are a potential source of noise. Since only about 10% of the drops contain cells, in each sample we collect about 1000 fused drops, and hence about 100 drops with labeled cells; typically, this requires 10 seconds of collection.

The emulsion in each sample, now containing about 100 cell-containing drops, is subjected to an isothermal RT reaction. The barcodes prime the RT reaction by hybridizing to the polyA tail of the mRNA molecules, becoming the 5’ end of the complementary DNA (cDNA) strand that is transcribed by the enzyme. After RT, the emulsion can be broken and diluted into a single aqueous sample without losing the association between every strand and its cell of origin. To sequence all barcoded strands, an additional DNA adapter is ligated to the 3’ end of each cDNA as illustrated in Fig 2D. Consequently, all strands containing common priming regions on both ends are selectively primed and amplified by 22 cycles of PCR, producing sufficient genomic material for sequencing, as shown in Fig 2D.

To associate each transcript with the cell from which it originates, we sequence both ends of each strand, reading the barcode sequence from one end and the RNA sequence from the other. We identify 90% of all barcode sequences as belonging to one of the 1152 used; they are equally represented in the samples, within statistical error (see Note C in S1 File and Figure C in S1 File), suggesting minimal bias in the labeling process. When we align the barcoded strands to a reference genome, 88% are identified as RNA transcripts, of which almost all align to the 3’ end of transcripts, as expected from Digital Gene Expression protocols [27]. We sequence about 2 million reads from each sample of 100 cells and identify on average 200,000 uniquely aligned and barcoded RNA transcripts, while the remaining 90% of sequenced reads are duplicates of existing transcripts.

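The data used here come from 6 libraries of mouse embryonic stem cells (mES, line V6.5) and mouse embryonic fibroblasts (mEF). The authors assigned each barcode to a cell type, pooled the aligned reads of all libraries into 1 mES aggregate and 1 mEF aggregate, and deposited each as a list of alignments with position, strand, read name and mapping score. There is therefore 1 pool per cell type and no labelled replicate, and the read names carry neither barcode nor library. The mES aggregate holds 750739 alignment records of 612194 reads and the mEF aggregate 459005 records of 387359 reads. No read is in both. The score takes 4 values, and reads with the highest score have a single placement apart from records listed 2 times. These are 563663 reads in mES (92.1%) and 354705 in mEF (91.6%). The paper gives its depth per sample of 100 cells, as about 2 M reads (M, 1000000), and the values here use the records as deposited.

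The read names show 3 sequencing runs, numbered here by their number of records. Run 1 holds 438528 mES and 293937 mEF records, run 2 holds 203401 and 135387, and run 3 holds 108810 and 29681. Duplicates were counted as reads whose 5' end lies at a chromosome, position and strand already seen in the aggregate. Without barcodes, molecules of different cells at one position count as one, so the duplicate share is an upper limit. Among reads with the highest score, the 563663 mES reads fell on 40343 distinct positions, so that 92.8% were duplicates, and the 354705 mEF reads fell on 19464 positions, so that 94.5% were duplicates. Within single runs, which are shallower than the pool, the share in mES was 91.3% in run 1, 83.3% in run 2 and 85.1% in run 3, and in mEF it was 93.4%, 87.0% and 80.9%. Of the positions in run 2, 24721 of 26015 in mES and 13033 of 13573 in mEF were also in run 1. Run 3 shared far fewer, as 774 of its 10688 mES positions (7.24%) and 360 of its 4372 mEF positions (8.23%) were in run 1. Runs 1 and 2 were therefore counted together as library set 1, and run 3 as library set 2.

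**Figure D2:**
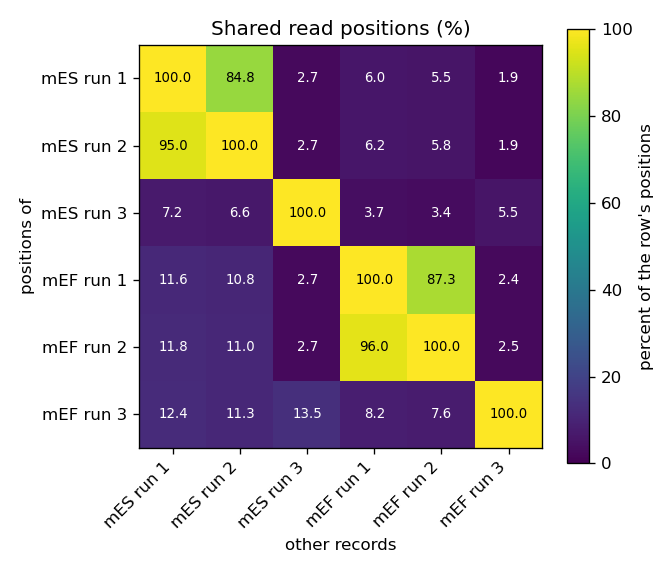
Percent of the distinct read positions of each cell type and run (rows) that also occur in another cell type or run (columns), for reads with the highest mapping score. Positions are shared between runs 1 and 2 of one cell type, where 24721 of the 26015 mES and 13033 of the 13573 mEF positions of run 2 recur, and far less in all other pairs.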

When we associate unique RNA transcripts with their labeling barcode we find that the number of transcripts contributed by each barcode distributes asymmetrically, with 100 barcodes contributing on average 340±20 unique transcripts per barcode and the remaining barcodes contributing on average 39±1 unique transcripts. The first are most likely the result of a true cell-labeling event while the latter may be due to barcode drops fusing with drops that do not originally contain cells but may contain a small number of RNA transcripts. Although the exact origin of this background noise is not determined we suggest a preliminary model that fits the distribution of transcripts among empty drops to a Poisson distribution (Note D in S1 File). The fit yields good agreement with the measured data and the expected number of cell-free drops as shown in Figure D in S1 File, although additional experiments are necessary for final validation of this model. The model suggest a threshold number of 200 unique transcripts per barcode, above which there is P = 0.99 confidence that the transcripts were contributed by cell-bearing drops. Although the barcodes selected by the model do not differ significantly from the naïve choice of the 100 barcodes contributing the largest number of reads, it may improve the choice of barcodes when the experimental conditions differ from the default, as shown in Note D in S1 File.

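The mES aggregate was summarised by locus, since the paper's text names no genome build and the positions run past the genes of GRCm38, the build of the annotation used for this check. On chromosomes 7 and 8, 8003 and 1783 records lie past its last annotated base, by up to 7116481 and 1979841 nt. Records on one strand whose 5' ends lay at most 500 nt apart, over both aggregates, were joined into 29069 loci, which are not named by gene. In mES, 23328 loci had at least 1 record and 11770 had at least 10, but 1800 loci had 5 or more distinct positions. With the records thinned to the number in the mEF aggregate, 21487 loci had at least 1 record and 8934 had at least 10. The number at 10 or more moved most when distinct positions were counted in place of records, to 694 loci, and the number at 1 or more moved most with run 3 only, to 9272 loci. The 3 loci with the most mES records, in the coordinates of the files, lie on chromosome 17 from 39983257 to 39985742, on the mitochondrial chromosome from 62 to 3781 and on chromosome 5 from 143664830 to 143666257. The first held 44729 records, or 59580 counts per 1000000 records (CPM; 95% exact Poisson interval 59029 to 60135), at 600 distinct positions. It took 1.54% of the mES records in library set 1 and 32.0% in set 2. The second had 17790 CPM (17490 to 18095) and took 0.615% of set 1 and 8.64% of set 2, while the third had 14072 CPM (13804 to 14342) and took 1.61% and 0.233%. The intervals cover counting error only, as reads copied by PCR are not independent molecules.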

We used Hi-SCL to measure expression in ~300 mES cells. First, we asked whether an aggregate profile generated by combining the single-cell expression data recapitulates ‘bulk’ population-level data for mES cells. To check this, we compared the expression profile of the combined single-cell reads with RNA-Seq generated by conventional methods for mES cells. We find that the bulk and aggregate single-cell data are in good agreement (correlation coefficient *r* = 0.66, Figure E in S1 File). For each cell-representing barcode, we detect 200 to 1300 unique transcripts, comparable to current RNA-Seq methods that isolate and characterize single cells in well-plates [8].

To confirm that the data associated with a barcode is mostly from a single cell, and to estimate the deviation from this due to cross-talk, we labeled a mixed sample of human and mouse cells. If a barcode attaches only to reads from a single human cell, for example, then of the transcripts associated with that barcode none (or only very few) should be identified as exclusively murine. The degree to which human and murine reads are mixed within barcodes can be used to estimate the cell-to-cell contamination. For each barcode, we assume that the majority of uniquely aligned reads map to the “correct” organism (the organism from which the labeled cell was derived), and so reads that map exclusively to the “incorrect” organism must be the result of crosstalk. Only part of the contamination is “visible” in this way: both human and murine transcripts can drift out of their drop of origin, get mixed in the medium and enter other drops. But in a human cell, only the mouse contaminants can be detected as such, and vice versa (Fig 3A). The data, however, allow us to estimate the distribution of both sources of contamination (they are not symmetric, reflecting the fact that the original cell mixture was deliberately prepared to have more mouse cells). By adding random samples from both we can estimate the distribution of the total number of reads that are wrongly associated with a barcode (Fig 3B). We find that most barcodes likely contain between 80 and 200 foreign transcripts.

**Fig 3:**
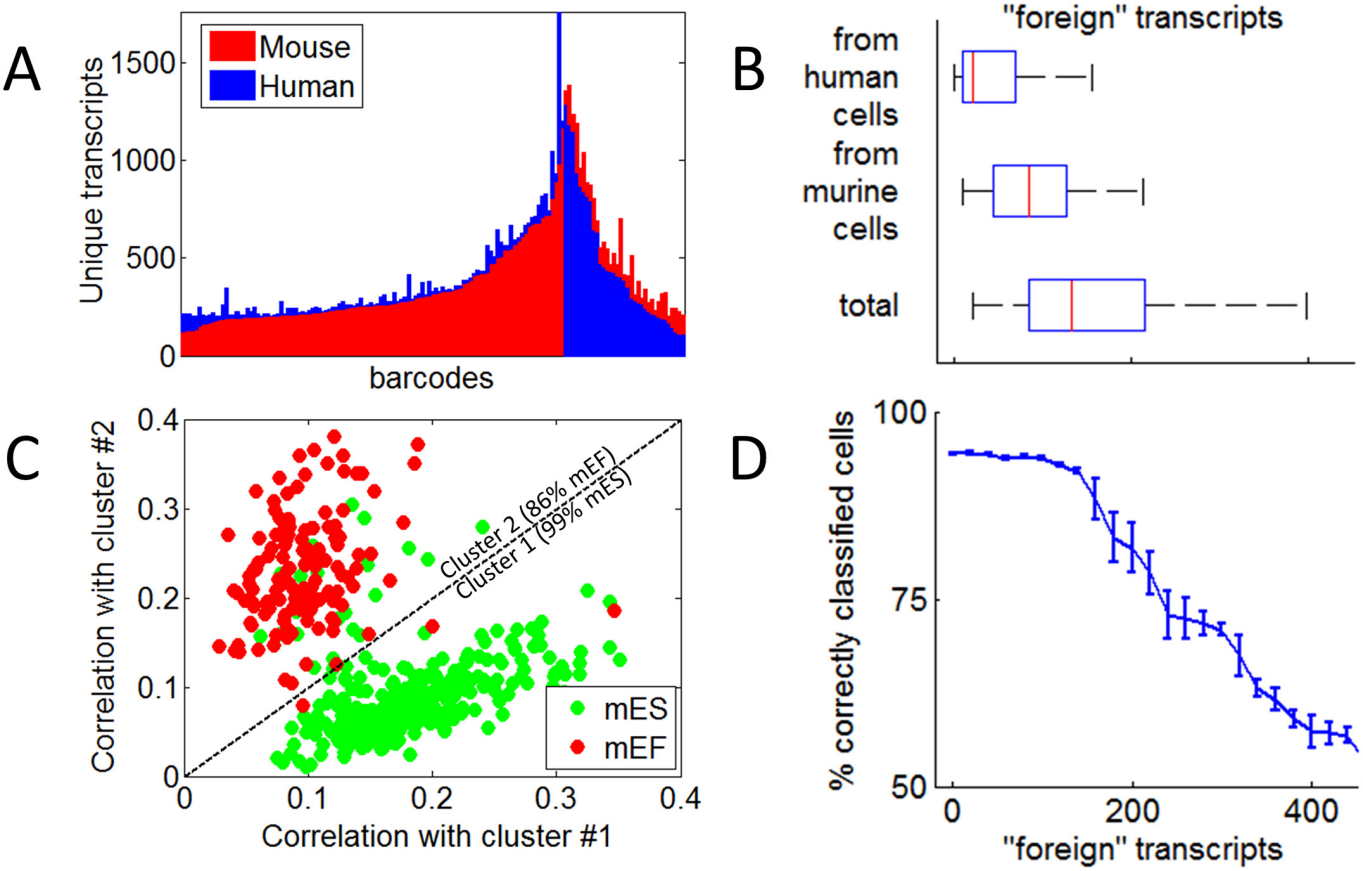
Exclusivity of barcodes and classifying cells by expression. **A)** The number of unique RNA transcripts per barcode is plotted for barcodes with more than 200 transcripts coming from a mixed sample of 75% mouse and 25% human cells. Transcripts are included if they map either exclusively to the mouse genome (red) or the human genome (blue). **B)** The distribution of the number of human transcripts found in barcodes of murine cells (top), the number of murine transcripts found in human cells (middle) and the number of total foreign transcripts expected per barcode calculated as the distribution of the sum of pairs of numbers randomly sampled from the two distributions above. **C)** After clustering 451 murine cells according to their transcriptomes, the correlation of all murine cell transcriptomes with the aggregated transcriptome of cluster #1 is plotted vs. their correlation with aggregated transcriptome of cluster #2. Green cells are mES, comprising 99% of cells in cluster #1, which consists of 290 cells while mEF cells are red, comprising 86% of cells in cluster #2, which consists of 161 cells. **D)** The same clustering method was repeated after replacing some of the transcripts in each cell with foreign transcripts randomly chosen from the aggregated transcriptome of all cells. The fraction of correctly classified cells averaged over 20 clustering trials is plotted vs. the number of foreign transcripts that were introduced in each cell before clustering.

A key goal of studying variability in cell populations is the detection and characterization of subpopulations of cells that are in distinct cellular states. To do this, one can cluster single cells based on commonalities in the single-cell data. Once groups of single cells are found that show greater similarity in their expression profiles, data from all cells within each group may be pooled to obtain a fuller and more accurate description of the expression signature associated with that group. To study the potential for detecting subpopulations from Hi-SCL RNA-Seq data, we combined single cell data from mEF and mES and used an unsupervised method to cluster them (see Methods). 

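The aggregates of both cell types were compared over the loci joined from their records, scaled to all records of each aggregate. As each cell type is 1 pool, there are no labelled replicates and no p-value is given. The library sets, which were read from the sequencing runs, were compared as a technical check. Across 15083 loci with at least 10 records in the aggregates together, Pearson's r of log2(CPM + 1) was -0.203. Of these loci, 4869 had a record in both aggregates. Loci are not independent replicates. Over the same loci, r between library sets 1 and 2 of one cell type was -0.058 in mES and 0.214 in mEF, and r between mES and mEF within one set was -0.063 in set 1 and 0.202 in set 2. In distinct positions, over 1131 loci, these values were 0.325 and 0.276 between sets of one cell type and 0.331 and 0.321 between cell types within a set. Where both the cell type and the set differed, r was 0.196 for mES of set 1 and mEF of set 2 and 0.046 for mES of set 2 and mEF of set 1 in distinct positions, and 0.120 and 0.021 in records. With the records of 1 set only, r between mES and mEF was -0.235 for set 1 and -0.516 for set 2. The sign of r within set 2 thus depends on which loci enter, and these values are a limited check. Over the 3035 loci with at least 10 records in each aggregate, r was 0.573, and over the 608 loci with at least 5 distinct positions in each, counted in positions, it was 0.654. Both minimums were chosen after seeing the data.

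Among the 4321 loci with at least 50 records in the aggregates together, 1303 were over 4-fold higher in mES and 1061 over 4-fold higher in mEF. An aggregate without a record was taken at 3 counts, which applied to 854 and 410 of these loci. Many rested on few distinct positions. All records of the higher cell type lay at a single position in 245 of the loci higher in mES and 350 of those higher in mEF, and at 5 or more positions in 486 and 217. With distinct positions in place of records, 1 locus was over 4-fold higher in mES and 13 in mEF, with the same minimum of 50. That minimum leaves fewer loci to compare, as only 694 loci had at least 10 positions in mES and 315 in mEF. These counts are therefore not over the same loci as those in records. By the ratio of CPM + 1, the largest toward mES was at a locus on chromosome 17 from 22334698 to 22334853. It had 822 CPM in mES (95% exact Poisson interval 758 to 889, counting error only) at 18 positions and no mEF record. With 3 counts in place of 0, it was 126-fold higher in mES in records. This is no lower bound, as the 95% upper limit of its mEF level was 8.04 CPM, above the 6.54 CPM of 3 counts. Of the 617 mES records of this locus, 80 had the highest mapping score. The next was on chromosome 13 from 45015257 to 45016938, with 555 CPM (503 to 611) at 28 positions and no mEF record. Toward mEF, the largest by the ratio of CPM + 1 was on chromosome 6 from 36664966 to 36665726. It had 793 CPM (714 to 879) at 18 positions and no mES record. By the same rule it was 198-fold higher in mEF in records. The 95% upper limit of its mES level, 4.91 CPM, was likewise above the 4.00 CPM of 3 counts. A locus on chromosome 4 from 4060761 to 4060868 followed, with 780 CPM (701 to 865) at 7 positions. With no pseudocount, some loci with 1 record in the lower cell type had ratios above these values. In distinct positions, with 3 positions in place of 0, the log2 ratios of these 4 loci were 1.49 and 2.13 toward mES, and -3.68 and -2.32 toward mEF. In records, with 3 counts in place of 0, the log2 ratio of the first locus was 6.97, and 4.03 with the highest mapping score only. Nearly all records of these 4 loci were in library set 1. In set 2, the chromosome 13 locus had 1 mES record, the chromosome 6 locus had 12 mEF records at 3 positions, and the other 2 loci had none. The loci with the most mEF records were the chromosome 17 locus from 39983257 with 23266 CPM, the chromosome 5 locus from 143664830 with 22296 CPM and a locus on the mitochondrial chromosome from 4448 to 10045 with 17296 CPM. With the highest mapping score only, the log2 ratio of mES to mEF at this last locus moved from -1.27 to -0.03. Within library set 2, the first of these took 32.0% of the mES records and 28.0% of the mEF records, and within set 1 it took 1.54% and 0.552%, so the difference between sets was larger than that between cell types. The mES to mEF ratio of distinct positions was computed within each set for the 105 loci with at least 10 positions per set. It had the same sign in both sets at 66 of them, 62.9% (95% exact binomial interval 52.9 to 72.1), against 50.1% for unrelated signs, and r of the log2 ratios across these loci was 0.631. In records, over 904 loci with at least 10 per set, r was lower, at 0.322. The paper clustered the single cells without regard to their origin and from the makeup of the clusters (Fig. 3C) states that they overlap strongly with the cell types. The barcodes of single cells were not used here.

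**Figure D3:**
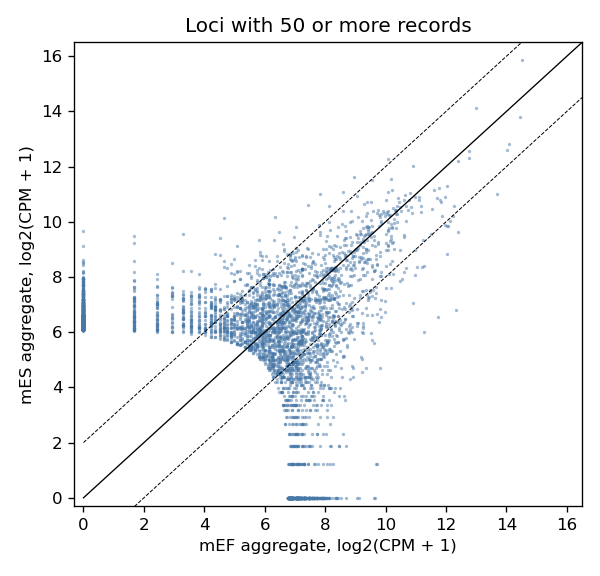
Level of each of the 4321 loci with at least 50 records, as log2(CPM + 1) in the mEF aggregate (horizontal) and the mES aggregate (vertical), one point per locus. The solid line marks equal levels and the dashed lines 4-fold differences. Points at 0 on an axis have no record in that aggregate, as for 854 loci over 4-fold higher in mES and 410 over 4-fold higher in mEF.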

Two clusters were obtained that showed strong overlap with the actual cell-type groups (Fig 3C). Next, we examined the degree to which the success in clustering is sensitive to crosstalk. This we did by randomly replacing some of the transcripts in each cell with transcripts that were randomly sampled from the aggregated transcriptome of all cells, and measured the fraction of “mis-classified” cells as a function of this number. The results indicate that at the level of crosstalk measured in the human mouse mix, the mES and mEF subpopulations are still quite faithfully recovered, as depicted in Fig 3D (if mixing occurs at the mean level of 120 foreign transcripts per barcode, more than 90% of the cells are still correctly associated with their nominal cell type).

## Conclusion

In this work we have introduced Hi-SCL, a method for labeling material from single cells in drops, and demonstrated its application to RNA-seq. It has several merits: The use of tiny reaction volumes (~100pL), orders of magnitude smaller than any other technology, leads to high concentration of targeted cell material, addressing one of the main difficulties of any single-cell assay. In addition, Hi-SCL technology significantly reduces the work, time and reagent requirements necessary for generating expression profiles for multiple single-cells, as summarized in Table 1. Another important feature of Hi-SCL is that only the labeling is performed on an individual-cell basis, whereas the amplification is done on the sample pools of 100 cells, similar to CEL-Seq [7]. Consequently, the enrichment step requires fewer cycles of PCR to produce sufficient material for sequencing [6]; thus Hi-SCL has the potential to significantly reduce the cell-to-cell variation in amplification thereby providing more representative results.

To evaluate the potential risk of crosstalk between drops in emulsion, we performed an experiment on a mix of mouse and human cells and established that most of the reads obtained with Hi-SCL originate from a unique single cell. We further used the data to estimate that only about 120 transcripts associated with any barcode are likely to be ‘foreign’. To demonstrate a key use of single-cell data, we applied a clustering procedure to the single-cell expression data of mES and mEF cells, and were able to detect these two subpopulations in an unsupervised manner and with great accuracy. This result proved robust even when realistic (and higher) levels of crosstalk between cells were introduced *in silico*. To increase the specificity of our measurement, fluorescent based drop sorting [28] can be used to conditionally label only those drops that contain fluorescently tagged cells. This will prevent barcoding RNA in cell-free drops and can be used to specifically label rare subsets of cells by fluorescently tagging them beforehand.

Our method is developed for measuring expression states of tens of thousands of cells and is not currently optimized for cases where the number of cells is very limiting. The current single-cell coverage facilitates the characterization of subpopulations [8], especially with the large number of single-cell profiles that can be easily collected using Hi-SCL. Improving per-cell yield, however, may be desirable for other applications, including those involving fewer cells. This can be achieved by using larger-volume drops to decrease the concentration of cellular RT inhibiting molecules in cell-bearing drops and by using T7 in-vitro transcription to improve the amplification of single-cell cDNA [7,8]. Additionally, for small cell populations, one would need to address the loss of some cells when starting up the labeling process, as well as the ambiguous barcoding of up to 10 cells per sample, which reduces the efficiency of the method by 10%. When characterizing large populations, however, such compromises are well compensated by the benefits of the huge savings in cost, time and reagents per cell.

One of the main strengths of Hi-SCL is scalability: collecting RNA profiles for the 1000 single cells presented in this paper took less than 2 workdays with minor expenses. Using the same procedures to assay 9,600 cells (one 96-well-plate, 100 cells/well) would require very little additional time, labor, or cost, as depicted in Table 1. The main limiting factor is the size of the barcode libraries: for example, by increasing the barcode library to include a million unique combinations, it would be possible to collect ~100,000 cells in each well and assay over 10 million cells in a single 96-well-plate; remarkably, doing this would require comparatively little additional time and labor, and the cost would mostly be determined by the cost of sequencing.

Finally, Hi-SCL could be coupled to any assay that uses next-generation sequencing as readout, such as other RNA sequencing applications, ChIP-Seq, DNA-Seq or bisulfite-seq. Hi-SCL is an effective and general method that leverages drop-based microfluidics, barcoding and rapidly increasing sequencing capacity, and it has the potential to dramatically extend our ability to characterize single cells.

## Supporting Information

S1 File Supplemental information. (DOCX) Click here for additional data file.

S2 File Sequences of all 1152 barcodes used in our experiments. (TXT) Click here for additional data file.

S1 Movie Encapsulation of mouse embryonic stem cells in a microfluidic drop maker. (AVI) Click here for additional data file.

S2 Movie Fusion of drops containing lysed cells with drops containing barcodes. (AVI) Click here for additional data file.

# Supplementary material for: High-Throughput Single-Cell Labeling (Hi-SCL) for RNA-Seq Using Drop-Based Microfluidics
**Source:** PLoS One. 2015 May 22;10(5):e0116328. doi: 10.1371/journal.pone.0116328
**Supplement:** S1 File

Supplemental Information

High-Throughput Single-Cell Labeling (Hi-SCL) for RNA-Seq using drop-based microfluidics

Table A – A breakup of reagents, time and cost required to perform each of the steps in Hi-SCL.

Note A and Figure A - Calculating the number of barcodes that are associated with more than one cell.

Note B and Figure B - Long term stability of Barcode library emulsion.

Note C and Figure C - How to assess and minimize the bias in the barcoding process.

Note D and Figure D - How to discriminate noise contributed by cell-free drops from signal of cell-bearing drops.

Figure E – The correlation between single-cell expression and bulk expression.

|  | Comment | Volume | Volume/cell | Time | Time/cell | Estimated Cost | Estimated Cost/cell |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Generating the Barcode Emulsion | 3*10^9 drops, can be used to label 10^8 cells | 60mL | 20pL  (drop size is ~35um) | 8 hr  (10 min emuls-ification + 30 min wash, 12 times through) | 0.3 ms | 15k$  (~10$ per Oligo Synthesis) | 0.015 cent |
| Preparation for encapsulation | Cell washing and loading in syringes |  |  | 30 min |  |  |  |
| Cell Encapsulation | 10^6 drops, can be used to label 10^4 cells | 100uL | 65pL  (drop size is 50um) | 10 min | 0.6 ms | <10$ (reagents and microfluidic device) | <0.1 cent |
| Incubation |  |  |  | 30 min |  |  |  |
| Cell labeling | 10^6 cell drops and 10^6 barcode drops, can be used to label 10^4 cells |  | 150pL  (barcode drop + cell drop + RT) |  | 0.1s | <10$  (reagents for 10,000 cells) | <0.1 cent |
| RT |  |  |  | 1 hr |  |  |  |
| Amplification |  |  |  | 2 hr |  |  |  |
| Library prep | Emulsion breaking, sample cleaning, reagent loading and Quantification | 50uL per 100 cells | 0.5uL | 1 hr/96 well plate | 0.375 s | 1k$ / 96 well plate | 0.1$ |
| **TOTAL for 10,000 cells or more excluding sequencing** |  |  | **0.5uL total reagents per cell** | **4 hr preparations + reactions per experiment** | **<0.5 s**  **Limited by 96 well plate handling** |  | **0.1$** |
|  |  |  |  |  |  |  |  |
| Sequencing | Illumina HiSeq for 1000 cells at 100,000 reads per cell |  |  | 6 hrs for 50bp reads | ~20 s | 1k$ per HiSeq | 1$ |

**Table A** – Breakup of reagents, time and cost required to perform each of the steps in Hi-SCL.

**Note A: Calculating the number of barcodes that are associated with more than one cell.**

Although we are interested in single-cell information our experimental procedure dictates a ‘barcode-centric’ perspective, since the readout in our experiment is barcoded sequences. Each barcode is a proxy for cell identity, and care must be taken to understand the limitations of this assumption. Given that *n* cells are each coupled with barcodes randomly chosen from a uniformly distributed pool of *N* unique barcodes, we wish to calculate the expected number *K(n,N)* of barcodes that are associated with more than one cell.

Poisson distribution expresses the probability of a given number of events occurring in a fixed interval of time and/or space if these events occur with a known average rate and independently of the last event. For example, if [WWII London bombing](http://www.actuaries.org.uk/sites/all/files/documents/pdf/0481.pdf)^^[[1]](#footnote-1)^^ were a Poisson process then the number of hits within any given km^2^ should follow the Poisson distribution with a parameter:

$$\lambda=\frac{total \# of bombs}{targeted area}$$

In our case, the area is analogous to the number of unique barcodes N that exist in the barcode library and the hits are analogous to the number of cells n sampled by the barcode library.

$$\lambda=\frac{total \# of cells}{\# of unique barcodes}=\frac{n}{N}$$

Thus, the probability of a barcode being associated with *x* cells is given by the Poisson distribution function:

$P\left( x \right)=P_{\lambda}\left( x \right)=\lambda^{x}\frac{e^{- \lambda}}{x!}$,

As shown in S1 Figure.

Using the Poisson distribution, the probability of a barcode being associated with more than 1 cell is:

$P_{\lambda}\left( x>1 \right)=1-P_{\lambda}\left( 0 \right){-P}_{\lambda}\left( 1 \right)=C_{\lambda}\left( 1 \right)$*.*

where *C* is the Poison cumulative distribution function. Finally, for a space of *N* unique barcodes, the number of barcodes associated with more than one cell is given by:

$$K\left( n,N \right)=NC_{\frac{n}{N}}\left( 1 \right)$$

and is shown as a function of *n* for *N=1152* in S1 Figurec. Ostensibly, the result is invariant w.r.t. *n/N* and *K/N*:

$$\frac{K}{N}=C_{\frac{n}{N}}\left( 1 \right)$$

as shown in S1 Figured. For any *n/N<0.1*, no more than 5% of barcodes will be associated with more than one cell.

Additionally, for *n/N<<1,* barcodes are associated with 2 cells at the most so that less than 10% of cells are barcoded ambiguously. Specifically, for N=1152 barcodes and n=100 cells, less than 10 cells are ambiguously barcoded.

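The Poisson expression of Note A, evaluated for the 1152 barcodes of the deposited list and 100 cells, gives 4.10 barcodes with more than 1 cell and 8.31 cells that share a barcode with another. For 50 cells it gives 1.05 barcodes and 2.12 cells. The list also carries a cell type beside each barcode, mES for the first 576 and mEF for the last 576. With 576 barcodes open to 100 cells, the same expression gives 7.74 barcodes and 15.9 cells. These are expected values for evenly distributed barcodes. The number of cells per barcode was not measured here.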

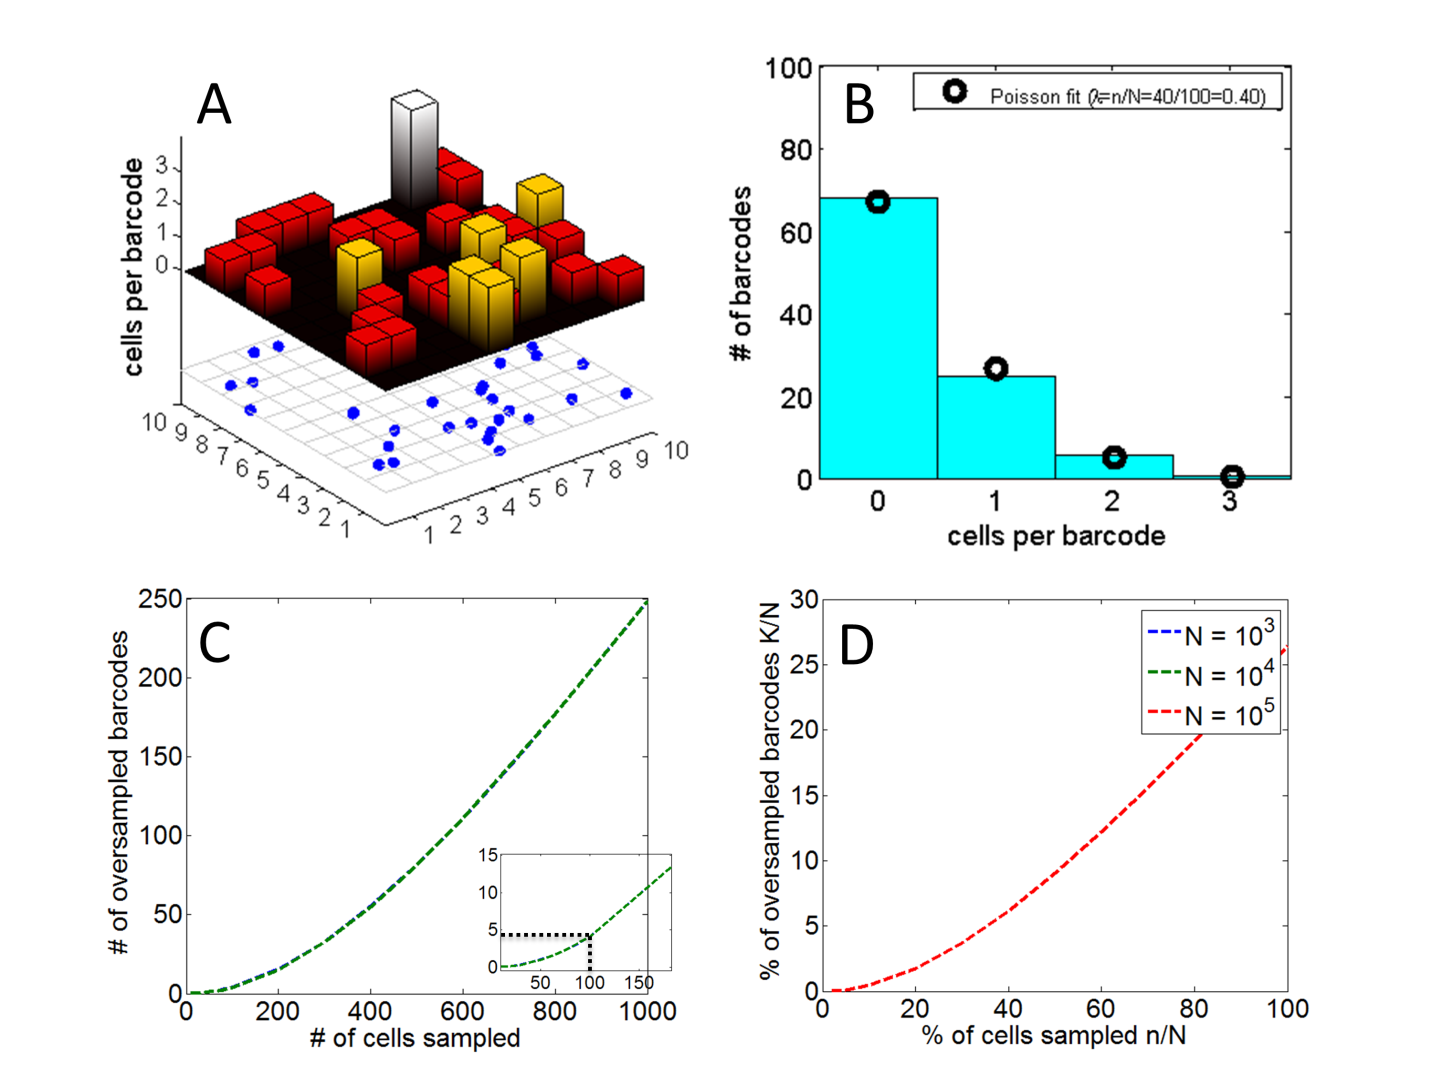

**Figure A** – **A)** 40 cells (blue dots) are randomly assigned to 100 unique barcodes (gray squares). The number of cells assigned to each barcode is noted by the bar above each square. **B)** The number of cells assigned to each barcode follows a Poisson distribution with a parameter$\lambda=\frac{n}{N}=0.4$. **C)** The number of barcodes that are chosen more than once as a function of the number of cells that are sampled using a library of 1152 unique barcodes*.* Inset shows the behavior at low number of cells. **D)** The fraction *K/N* of barcodes that are chosen more than once when *n* cells are sampled using a library of *N* unique barcodes*.* Three graphs for N=10^3^, 10^4^, 10^5^ are overlaid.

**Note B: Long term stability of Barcode library emulsion**

To test the stability of the barcode library emulsion, samples were visualized immediately after encapsulation and inspected sporadically over 8 months. S2 Figure shows the two extreme time points.

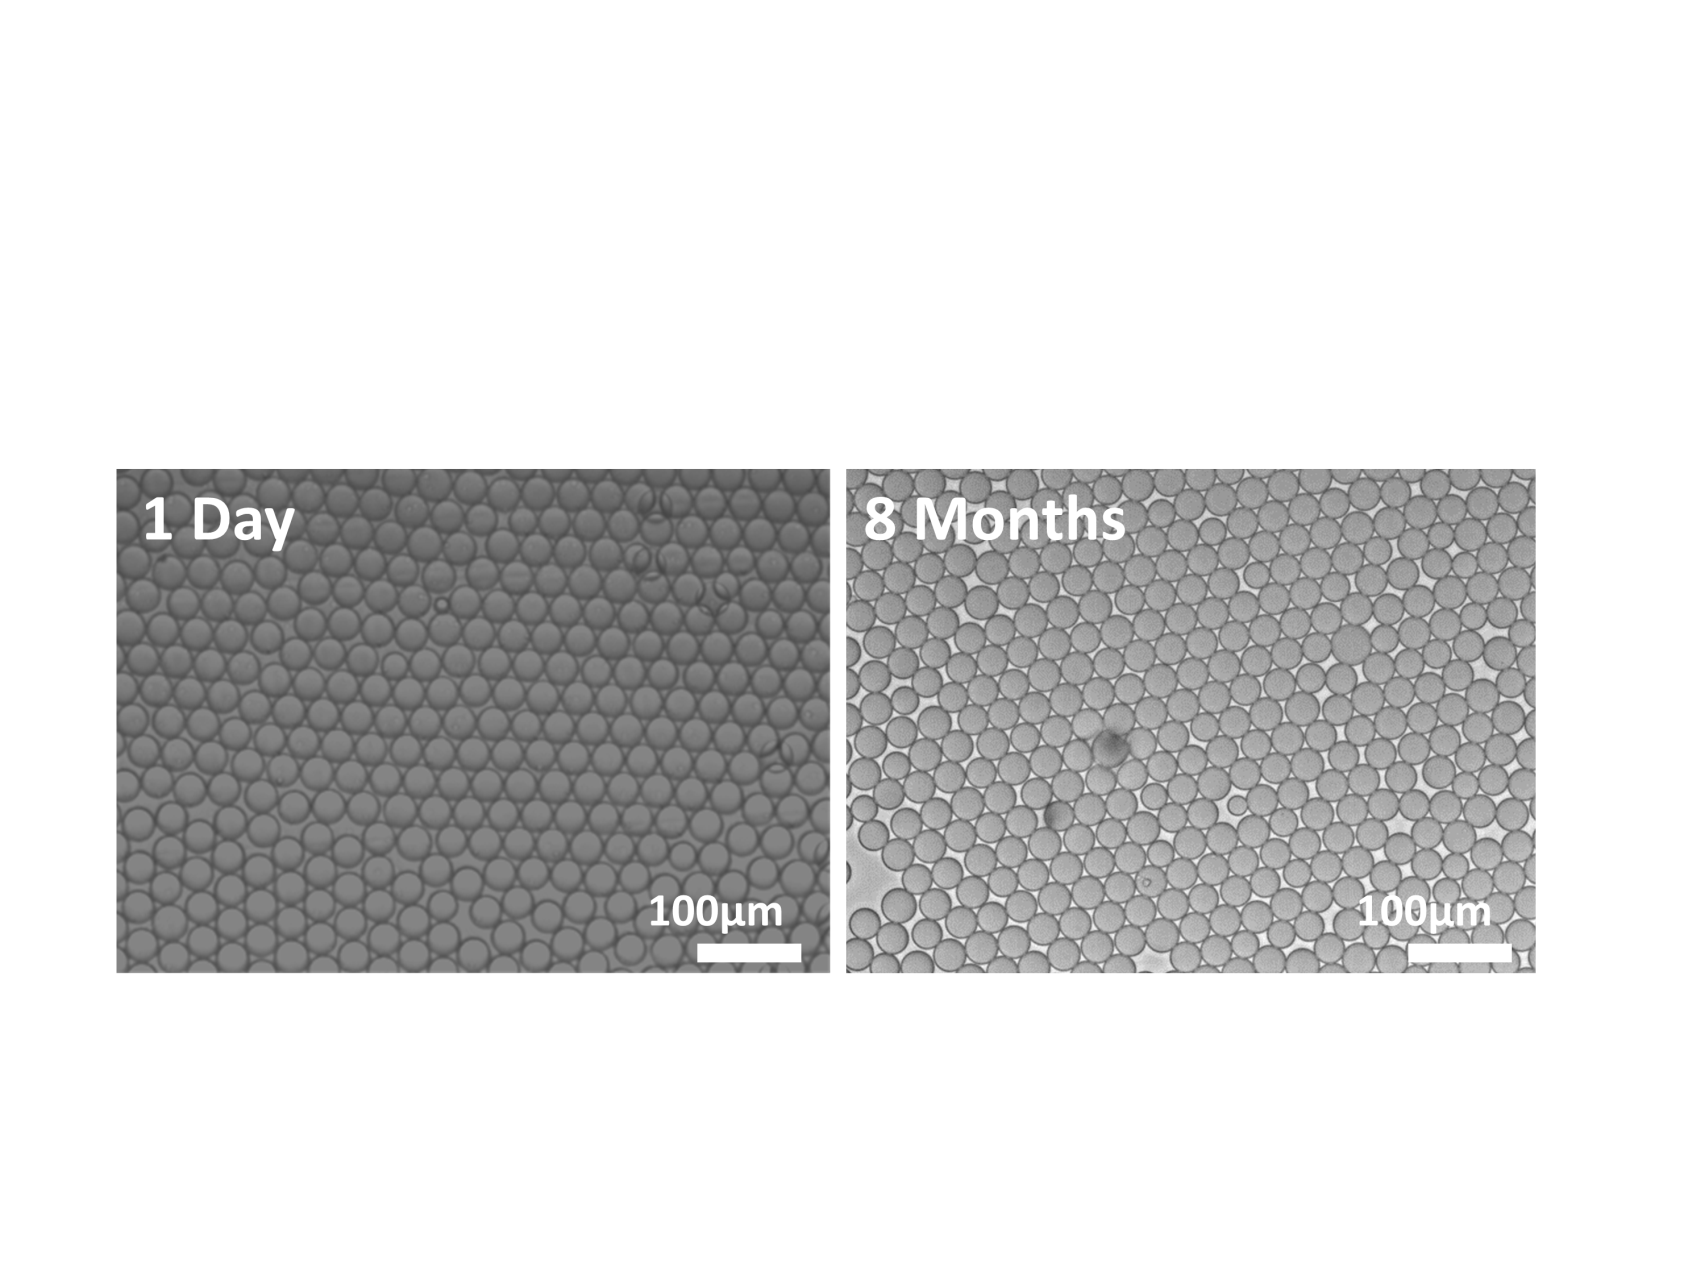

**Figure B** – **Long term stability of Barcode library emulsion.** Barcode library emulsion imaged immediately (left) and 8 months after encapsulation (right).

**Note C: How to assess and minimize the bias in the barcoding process.**

This note explains how to assess and minimize the bias in the barcoding process. The requirement that barcodes are chosen randomly and independently is key to uniquely labeling cells. Although we cannot prove that this requirement is fulfilled in every experiment, we suggest the following test and actions to both assess and minimize bias in the barcoding process:

1. To test for bias, we suggest counting the number of times each barcode was chosen to barcode a cell. The result of this count should follow a Poisson distribution if barcodes are chosen randomly and independently. Barcodes that were chosen more than expected by a Poisson distribution are suspected to be over-represented in the library. The analysis of counting the barcodes in the real data is presented in S3 Figurea.
2. To assess and minimize bias, we suggest a discrimination between local and global bias:
   1. Global bias – the library may contain different numbers of drops for each barcode. As an example, we created a virtual library of 1152 barcodes where 10 out of 1152 barcodes were 10 times more frequent than the rest of the barcodes; the counting test detects 7 barcodes that are overrepresented, as shown in S3 Figureb. The sensitivity of the test improves with the number of samples counted. for example, using a simulation we find that: i) 10 samples (the number of samples available in our experiment) are sufficient for detection of the presence of 1 out of 10 barcodes that are at least 5 times more frequent than the rest; ii) to detect 1 out of 10 barcodes that are 2 times more frequent, 50 samples are needed; iii) to detect 1 out of 10 barcodes that are just 10% more frequent, 500 samples are needed. Thus, to assess bias more subtle than 1% of barcodes that are 5 times more frequent, more samples are needed. For reference, the effect of such a bias on the barcoding process is the addition of 1 more ambiguously labeled cell per sample on average (from 8 cells to 9 cells). One reason for global bias in a real experiment could be that different amounts of solution were prepared in or encapsulated from each of the 96 wells during the 96-parallel encapsulation process. To prevent this, make sure that all wells contain an equal amount of solution and inspect the plate visually for non-empty wells after encapsulation. Another reason can be non-uniformity in drop size – inspect the drops visually, and repeat this test every time you use the library.
   2. Local bias – although the drop library may contain equal amounts of each barcode, there may be local domains of drops with just a few barcode, so that cells will be barcoded with just a few repeating barcodes instead of many unique barcodes. Adequate mechanical mixing should prevent this. Local bias can be between batches of 96 barcodes or within batches:
      1. Bias **between** batches of 96 barcodes - since the mixing between different batches of 96 barcodes is performed manually, local bias in the barcoding process is expected if the 12 batches of 96 barcodes were not mixed well when forming the final library. To test for local bias between batches we use the same counting test but count all 96 barcodes of a single batch as one. An example of a real library that suffers from insufficient mixing of the batches is given in S3 Figurec, where the representation of batches in the experiments is far from uniform. .
      2. Bias **within** batches of 96 barcodes - when specific barcodes dominate the reinjected emulsion for just a small number of fusions, barcoding will be biased but the transient effect will be difficult to detect by counting. This is less expected within batches of the 96 barcodes encapsulated at once, since these drops are encapsulated in parallel, collected via a single outlet and mixed in the process. Although we cannot disprove this type of bias in our labeling experiments, we rely on unpublished work where we found no evidence for this bias when inspecting fluorescent barcodes that were encapsulated using the same setup described in the manuscript: 2 batches of fluorescent barcodes (181 in total, 11 of 192 barcodes failed to be encapsulated) were mixed together by rolling an Eppendorf tube containing all drops for 5 minutes. A fluorescence detection setup recorded the barcode identity of each drop as a function of its sequential order in the reinjected stream. When analyzing 120,000 drops, the intervals between drops of the same barcode follow an exponential distribution (S3 Figured), which describes the time between events in a Poisson process.

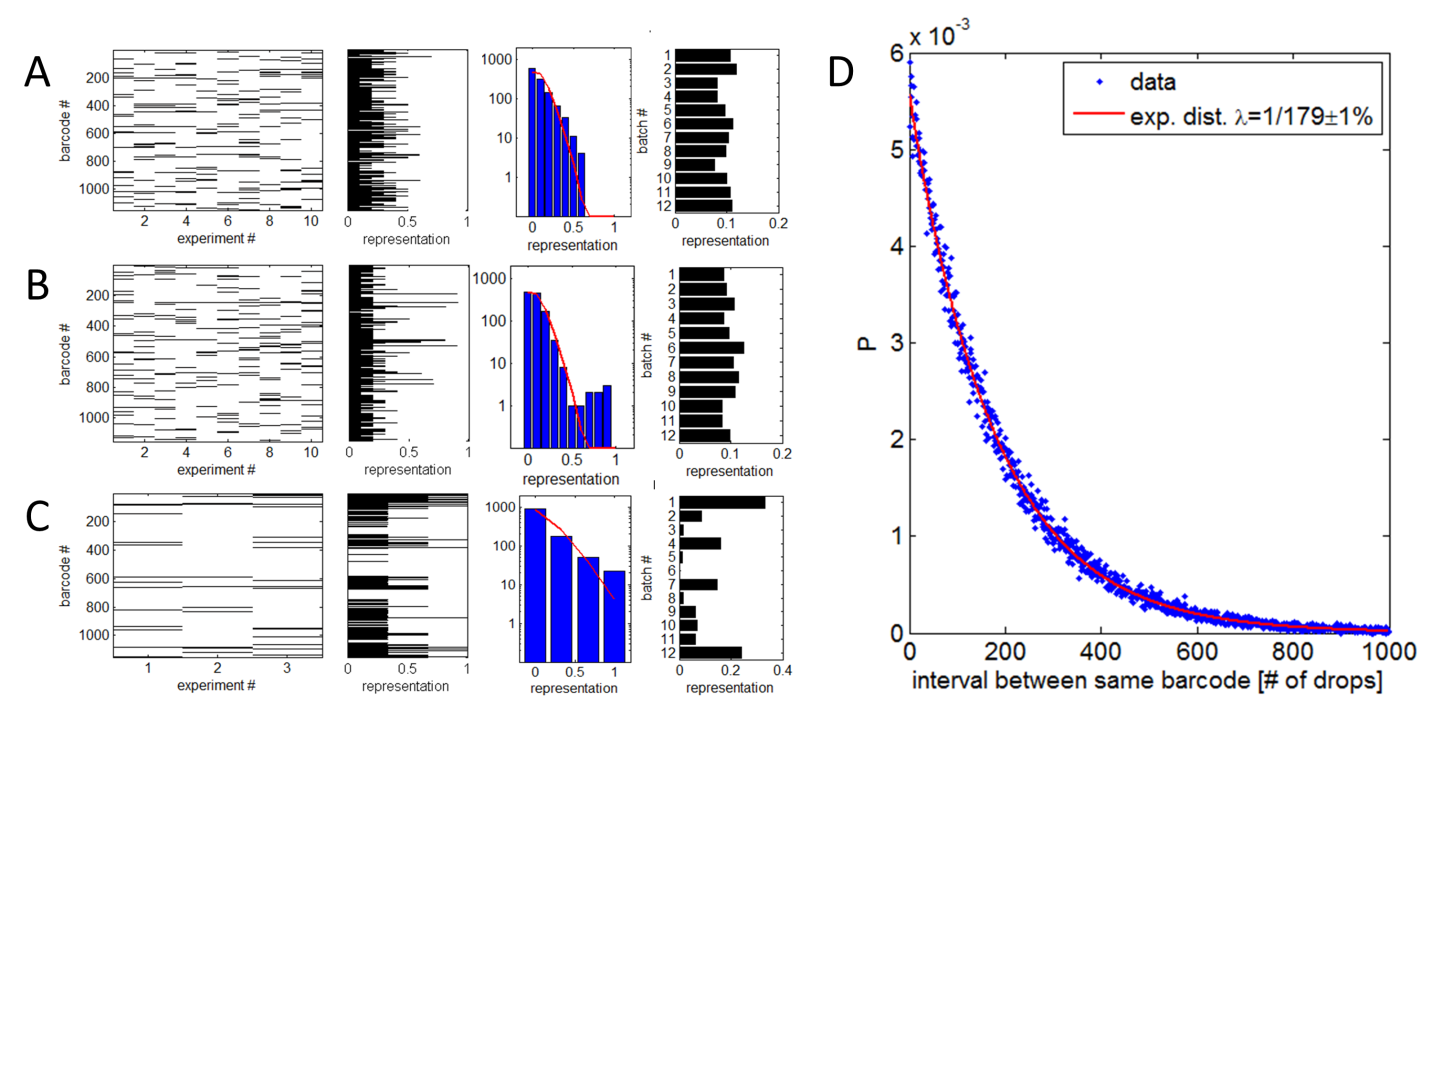

**Figure C – Testing bias in the barcoding process. A-C)** left to right: A matrix of all barcodes (rows) and all sample (columns) performed with the same barcode library, where black cells indicate the 100 barcodes with the most reads in each sample, presumably those that fused with a cell-bearing drop; a horizontal bar plot of the representation of each barcode – the fraction of experiments where it was chosen; a histogram of the distribution of representations (blue), and a Poisson fit with λ=0.09, corresponding to 100 chosen barcodes (red); a horizontal bar plot of the representation of each batch of 96 barcodes. A) The analysis of the real data, with 10 different experiments. B) The analysis of a simulated data, where 10 of the 1152 barcodes were 10 times more frequent than the rest of the barcodes. Their representation is clearly deviating from the standard in the horizontal bar graph and in the histogram. Representation of batches is unaffected. C) The analysis of three experiments using a barcode library with batches that were not mixed well. The representation of batches is deviating strongly from the nearly uniform distributions of A and B. **D)** analyzing intervals between fluorescent barcodes. The distribution of intervals between drops with the same fluorescent barcode was analyzed for all 181 different barcodes together. An exponential distribution fits the data well, with a rate of λ=1/179, just slightly faster than the expected rate of λ=1/181.

**Note D: How to discriminate noise contributed by cell-free drops from signal of cell-bearing drops.**

As mentioned in the manuscript, even though only about 100 barcodes actually label cell-bearing drops, most of the 1152 barcodes still each contribute a small number of transcripts. One likely explanation for this observation is the presence of free RNA molecules in cell-free drops which contribute to the data. Under the assumption that each cell-free drop is associated randomly with any of the 1152 barcodes with a probability *1/1152* and that the association of each drop is independent of the other drops (See S3 Note), we can use the Poisson distribution to describe the probability of a barcode being associated with x cell-free drops, similarly to the derivation in S1 Note:

n – total number of cell-free drops

$$P\left( x \right)=P_{\lambda=\frac{n}{1152}}\left( x \right)$$

Although the efficiency of labeling RNA transcripts with barcodes is unknown, we assume an average number of reads µ that are labeled per each fusion of barcode drop with cell-free drop. Following this assumption, the number of RNA transcripts X associated with each of the 1152 unique barcodes should distribute as a Poisson function:

*µ* - number of reads that are labeled per each fusion of barcode drop with cell-free drop

*X* - number of transcripts associated with each of the 1152 unique barcodes

$$P\left( X \right)=P_{\lambda=\frac{n}{1152}}\left( \frac{X}{\mu} \right)$$

To test this assumption, we measure the probability distribution of RNA transcripts per barcode from the experimental data of our experiments and fit it to the Poisson distribution, optimizing *µ* and *n*. Using the Matlab function *fminsearch* and the following model:

function y = model(mu,n,x)

lambda = n/1152;

xs = 0:ceil(max(x/mu));

ys = poisspdf(xs,lambda);

ys = interp1(xs,ys,x/mu);

y = ys/(sum(ys))/diff(x(1:2));

we obtain an optimal fit with *n = 1010±270* and *µ=36±9* (S5 FigureB), which is in good agreement with the known number of collected drops, 1000, out of which 900 are expected to be cell-free.

Interestingly, in one of the experiments performed, the cells were loaded into drops at a filling number of one cell for every 28 drops, significantly different from the standard of 1/10. For such an experiment we need to collect a total of 2800 drops to reach the goal of 100 cell-bearing drops; thus we expect to collect 2700 cell-free drops in the process. Indeed, the parameters of the fit for that experiment were very different from the usual (S5 FigureC), with N=2900±350 and µ=32±4 and are in good agreement with the expected number of cell-free drops in this experiment, 2700. These results demonstrate the ability of the model to predict the distribution of transcripts among barcodes in our experiments.

If *µ* remains independent of *n* after validating the model with additional experiments, then the source of RNA in the cell-free drops may not be directly from the cell solution, otherwise diluting the number of cells as in S5 FigureC should result in smaller *µ*. One mechanisms of mixing RNA in cell-free drops where *µ* is independent of the density of cells is by diffusion of RNA into empty drops after its electrowetting on the channel walls from cell-bearing drops: if fouling of RNA on the channel walls is saturated, then the density of cell-bearing drops does not change the amount of foul RNA on the walls that diffuses into empty drops. In that case, hyper diluting the cells increases the noise in our experiment and should be avoided.

Since the data contain mostly cell-free drops and only a small fraction of cell-bearing drops, we expect the distribution of barcodes to closely match the distribution of cell-free drops, with a tail residue at higher number of reads representing the minority of barcodes fusing with cell-bearing drops. To identify barcodes that label cells we choose a threshold number of transcripts R_t_ such that P_t_(R_t_)=10^-3^ meaning that the probability of a barcode with R_t_ transcripts or more to be associated with cell-free drops is less than 0.1%; considering there are ~1000 different barcodes, this corresponds to no more than one barcode having more than R_t_=200 reads and originating only from fusion with cell-free drops. Since the barcodes with the largest number of reads most probably originated from fusion with cell-bearing drops, barcodes with more than R_t_=200 reads are considered to have fused with cells with a confidence of P=0.99. When applying the statistical threshold to each of the 6 experiments, 93±31 barcodes are chosen per experiment, in agreement with the expected number of 100 cells per sample.

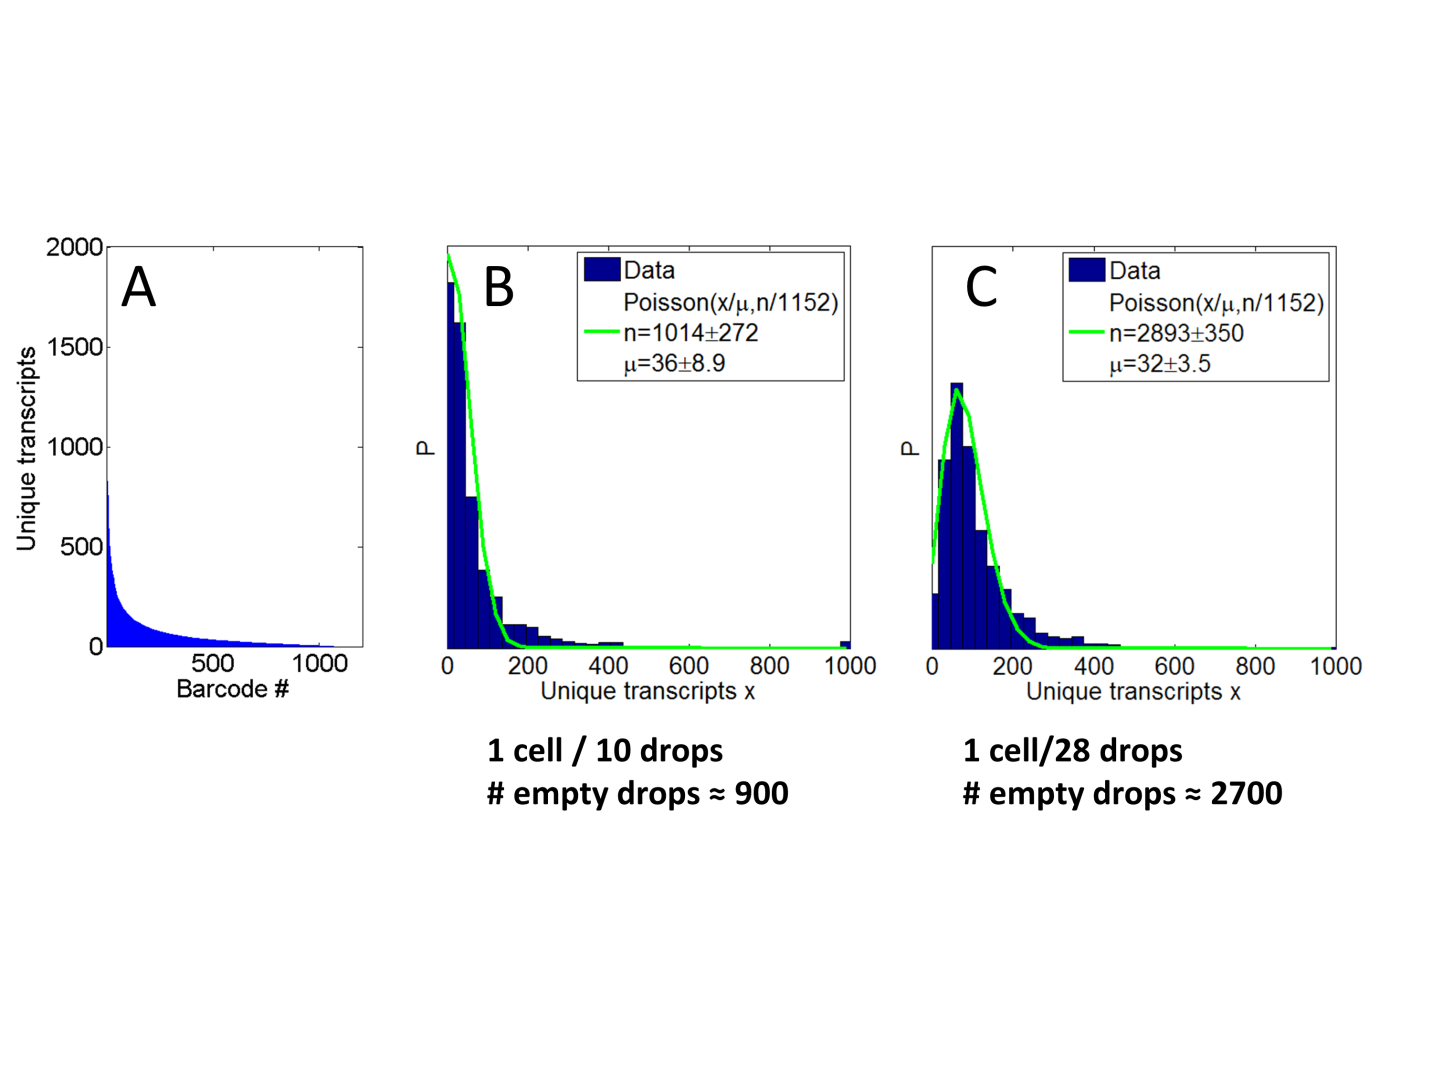

**Figure D – fitting the distribution of transcripts per barcode**. **A)** Barcodes rank ordered by the number of unique transcripts they contribute. The first 100 barcodes contribute on average 340±20 transcripts while the rest each contribute on average 39±1 transcripts. **B)** The number of transcripts per barcode is fit using the Poisson distribution as described in S1 Note. The filling number is one cell per every 10 drops and the expected number of cell-free drops is 900. **C)** The number of transcripts per barcode is fit similarly to B for a different experiment, in which the filling number is one cell per every 28 drops and the expected number of cell-free drops is 2700.

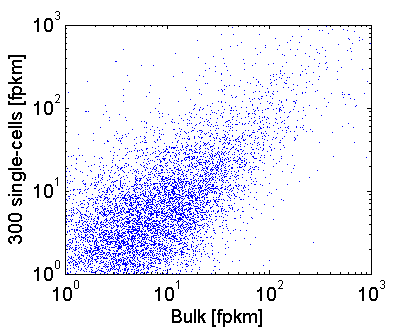

**Figure E – The correlation between single-cell expression and bulk expression.** After aggregating all transcripts from 300 mES single cell data, the fpkm (number of fragments per kb of transcript sequenced per million reads) of each transcript in the aggregated data is plotted vs fpkm of the same transcript as measured by RNA-seq of millions of mES cells in bulk^[[2]](#footnote-2)^. The correlation coefficient between the log values is 0.66.

1. An application of the Poisson distribution, Clarke, R. D., Journal of the Institute of Actuaries [JIA] (1946) 72: 481. [↑](#footnote-ref-1)
2. Bulk data obtained from GEO Sample GSM1382094 [↑](#footnote-ref-2)

How the deposited data were processed for this re-analysis (not part of the article)

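Single cells of mouse embryonic stem cells (mES) and mouse embryonic fibroblasts (mEF) were labeled in drops with 1 of 1152 barcodes, and the 3' ends of their transcripts were sequenced in 6 libraries. The labels of all 6 libraries name both cell types, so no library was assigned to 1 cell type. The authors aligned the reads with Tophat, whose version and genome build the paper's text does not name, assigned barcodes to cell types and pooled the reads of each type. The deposited alignments of each pool give chromosome, start, end, read name, strand and a mapping score. This score, set by the aligner, takes 4 values, and the highest was taken as a single placement. The files do not say whether the authors assigned barcodes by nominal cell type or by cluster. The deposited barcode list gives each sequence with a cell type.

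From the records, the 5' end was the start on the plus strand and the end on the minus strand. Positions are given counted from 1. Records on 10 of 22 chromosomes, 10311 in all, lie past the last annotated base of GRCm38 (GENCODE M21), most of them on chromosomes 7 and 8, so that annotation was not used for genes, and loci were made from the records: 5' ends on one strand at most 500 nt apart over both aggregates. For this reason the shares of reads on transcripts and near 3' ends, and the levels of marker genes, were not analysed here, and results planned for genes are given for loci. Transcripts per barcode and the clustering of barcodes were not analysed here, as the read names carry no barcode.

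Values are CPM, records per 1000000 records of the aggregate. The correlation used loci with at least 10 records over both aggregates and a pseudocount of 1 CPM. The 4-fold comparison used loci with at least 50, with no pseudocount and 3 counts in place of 0. Ratios within library sets used a pseudocount of 1 CPM, or of 1 per 1000000 positions. Exact Poisson and binomial intervals at 95% cover counting error only. With 1 pool per cell type there is no labelled replicate and no test between cell types. Depth was 750739 records of 612194 reads in mES and 459005 records of 387359 reads in mEF. Per record total, 3 counts correspond to 4.00 CPM in mES and 6.54 CPM in mEF. The loci named are, by a rule set before the data were examined, taken from the 5 with the largest ratio of CPM + 1 in each direction among those with at least 50 records, and the 3 with the most records in each aggregate. Of the first group, 2 per direction are printed.

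The alternatives chosen before the data were examined were distinct positions in place of records, the highest mapping score only, strand ignored, thinning of the mES records, pseudocounts of 0.1 and 10 CPM, other minimums, median-of-ratios scaling, and totals without the mitochondrial chromosome. Dropping second copies of identical records, single runs, a joining distance of 200 or 2000 nt and a minimum in each aggregate were added after seeing the data. The locus and ratio steps were tested on simulated data for the mES to mEF comparison over 4321 loci, of which 200 were changed by 16-fold. All of these, 100%, were called in the right direction and 0 unchanged loci were called. This simulation draws independent records and has no PCR duplicates. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.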

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

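The tests of cell type and of mapping score, the test of repeated records outside the dense regions and the test of how the region's records spread over positions were chosen after the results were seen.

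A single region on chromosome 17, from 39983257 to 39985742 on the plus strand, took 32.0% of the mES records and 28.0% of the mEF records of run 3. The paper does not discuss this region. In runs 1 and 2 it took 1.54% and 0.552%. A difference between mES and mEF cells does not account for the contrast between runs, since the share rose 50.7-fold within mEF and 20.8-fold within mES, while mES exceeded mEF by 1.14-fold within run 3. Records listed 2 times do not account for it either, since the mES share was 31.4% without second copies, nor do reads with several placements, since 98.8% of its mES records of run 3 had the highest mapping score. The region held 529 distinct mES positions in run 3, which is 3.77% of all positions, with 65.9 records per position against 5.48 elsewhere. Many records per position would go with amplification, but the number of positions and the spread of the records over them argue against a few molecules as the whole cause. Without second copies, the 10 positions with the most records held 27.5% of the region's mES records and 32.1% of its mEF records, and with these 10 positions left out the region still took 24.9% of the remaining mES records and 19.4% of the remaining mEF records of run 3. Strong amplification of many molecules, an abundant RNA, a difference in library preparation between the runs and a biological difference between the cells of each library set stay open, and none was tested. The gene at this place was not analysed here.

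In run 3, and in no other run, records were listed 2 times with the same read name and the same alignment. There were 24108 such second records in mES and 2529 in mEF, which the paper does not mention. Doubled reads were spread evenly over the flow cell, between 27.0% and 31.3% of the mES reads on each of 28 tiles, which argues against a stretch of the run being read in again. Positions with a doubled read and at least 5 reads had all their reads doubled in 64.7% of cases in mES and 47.4% in mEF, against 0.0429% and 0.000158% if reads were doubled independently. Outside the region on chromosome 17 and the mitochondrial chromosome, this was 94.2% in mES and 94.0% in mEF. Why it was lower within them was not tested. A candidate explanation is that the reads of some barcodes entered the aggregate 2 times. No biological explanation applies to identical records.

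The deposited barcode list gives mES for 576 barcodes, the first of the list, and mEF for the other 576. The paper does not report this column and describes 1 mixed library from which any cell can take any barcode. What the column stands for was not tested, since the records carry no barcode, and no biological explanation was tested.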

How the results depend on the processing

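Settings with single runs, second copies dropped, another joining distance, or a minimum in each aggregate were chosen after seeing the data.

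The numbers of loci with at least 1 or at least 10 records stayed within 1.5 times under the highest mapping score, strand ignored, second copies dropped, without run 3, either joining distance, and the thinning of mES to the mEF total. With distinct positions in place of records, the aggregates held 53947 positions in mES and 25252 in mEF, and 694 and 315 loci had at least 10, since most records are copies. Run 3 only held 108810 mES and 29681 mEF records, with 9272 and 3755 loci at 1 or more and 1890 and 552 at 10 or more.

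The correlation across loci, -0.203, depended on the minimum. A locus enters by its sum over both aggregates, and 4869 of the 15083 loci have a record in both, so that loci seen in one aggregate pull r down. It was 0.0243 with no filter, -0.121 at 50 records, 0.573 with at least 10 in each aggregate and 0.654 in distinct positions with at least 5 in each. Distinct positions gave 0.255, a pseudocount of 10 CPM 0.0856 and of 0.1 CPM -0.320, the highest mapping score -0.257, a joining distance of 200 nt -0.247 and of 2000 nt -0.150, leaving out run 3 -0.235 and run 3 only -0.516. Apart from the minimum, the cause was not tested.

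The numbers of loci over 4-fold, 1303 higher in mES and 1061 in mEF, stayed within 1.5 times under the highest mapping score, strand ignored, either pseudocount, either scaling, second copies dropped, either joining distance, and without run 3. They fell to 1 and 13 with distinct positions and to 20 and 19 in run 3 only. In both of these settings fewer loci reach 50. They were 4950 and 3598 at a minimum of 10 and 85 and 111 at a minimum of 200, as more or fewer loci are compared. Median-of-ratios scaling moved all log2 ratios by 0.23 toward mES. The chromosome 17 locus from 39983257, at a log2 ratio of 1.36 in records, was at -0.43 in distinct positions, and the cause was not tested.

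The number of barcodes that meet every rule was 995, and 730 with strict limits on A and T. Alternatives meant for shares of reads on transcripts and near 3' ends, marker genes, transcripts per barcode and the clustering of barcodes were not run. The number of records of run 3 limits what can be compared within library set 2, and at many loci few distinct positions limit the ratio.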

Differences from the paper's values

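The alignments of run 3 spanned 45 nt where they had no gap, against the paper's 25 bp. Those of runs 1 and 2, which hold most of the records, spanned 35 nt, also longer than the paper's value but within 1.5 times of it. No alternative set before the data were examined bears on this length.

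The paper states about 2 M reads (M, 1000000) per sample of 100 cells. The mES aggregate, pooled over all libraries, holds 0.612 M reads and the mEF aggregate 0.387 M. The paper gives on average 200000 uniquely aligned and barcoded transcripts per sample, and the reads with the highest mapping score lie at 40343 distinct positions in mES and 19464 in mEF. The paper's values are per sample over all barcodes, while those here are per cell type over the reads the authors kept, and positions without barcodes merge molecules of different cells, so the populations differ. Both settings that were set before the data were examined, reads with the highest mapping score for the first and positions at any mapping score for the second, also stay more than 1.5 times below the paper's values.

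The paper states that every barcode meets its limits on consecutive identical nucleotides and on A and T content. Of the 1152 deposited barcodes, 33 had 4 identical nucleotides in a row and 129 had 7 or 8 A and T nucleotides, and 995 met every rule.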

Other observations

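The tests of repeated sequencing, of favoured positions and of regions covered unequally between library sets were chosen after the results were seen.

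Run 2 adds few positions to run 1. Of the mES positions with at least 5 records in run 2, 99.9% occur in run 1, and the log2 records per position correlated across positions with r of 0.753 in mES and 0.806 in mEF. This suggests that the same libraries were sequenced in runs 1 and 2. Run 3 differs in alignment length and in its positions. Which libraries were in which run was not analysed here, and no biological explanation was tested.

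Positions shared between mES and mEF were examined for reads of one molecule assigned to both cell types. Within library sets, 1851 positions (set 1) and 590 positions (set 2) were shared, against 562 and 421 across sets, a cross-product ratio of 4.62 (95% interval 3.95 to 5.40, counting error only). Positions favoured in any library would give a ratio near 1. Without the region on chromosome 17 and the mitochondrial chromosome the ratio was 2.80 (2.18 to 3.59), so these regions raise it but are not the whole cause. With the mEF positions moved by 1 to 10 nt, which breaks up shared molecules, and these regions left out again, the median ratio was 2.26 (range 1.66 to 2.67), within the interval of the unmoved value. Regions covered more in one library set than the other are therefore a candidate source of the sharing. However, every offset gave a ratio below the unmoved 2.80, and some fell below its interval, so sharing of exact positions is not excluded. At the shared positions outside these regions, 1680 in set 1, 123 in set 2, and 301 and 245 across sets, the less covered cell type held a median of 31.1% of the depth-scaled reads within set 1 and 28.1% within set 2, against 25.5% and 25.2% across sets. Assignment of one molecule to both cell types was predicted to lower this share within sets, which it did not, but the sets differ in depth, and a low rate of it cannot be told apart from shared coverage.

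The mES to mEF ratio recurred in part between the library sets. At 105 loci with at least 10 distinct positions per set, the sign was the same at 62.9%, against 50.1% for unrelated signs, and none of these loci was over 4-fold in opposite directions. With at least 5 positions, 63.2% of 299 loci had the same sign. In records, with at least 10 per set, the same sign held at 61.2% of 904 loci (95% exact binomial interval 57.9 to 64.4). Of these 904 loci, 171 were over 4-fold higher in mES in both sets and 66 in mEF in both. In opposite directions, 77 were over 4-fold. A difference confined to one library set therefore does not explain all ratios. A difference between the cell types may underlie the shared part, but loci are not independent. Contamination and the unequal depth and composition of the pools were not tested for it.

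The mitochondrial locus from 62 to 3781 took 0.615% of the mES and 0.513% of the mEF records in library set 1, and 8.64% and 5.15% in set 2.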
